# ALKBH5 facilitates the progression of skin cutaneous melanoma via mediating ABCA1 demethylation and modulating autophagy in an m^6^A-dependent manner

**DOI:** 10.7150/ijbs.92994

**Published:** 2024-02-25

**Authors:** Hanwen Wang, Shixin Zhao, Hengdeng Liu, Yiling Liu, Zihui Zhang, Ziheng Zhou, Peng Wang, Shaohai Qi, Julin Xie

**Keywords:** Skin cutaneous melanoma, N^6^-methyladenosine methylation, Alkylation repair homolog protein 5, ATP-binding cassette transporter A1, Autophagy

## Abstract

**Background:** N6-methyladenosine (m^6^A) is the most common and abundant mRNA modification, playing an essential role in biological processes and tumor development. However, the role of m^6^A methylation in skin cutaneous melanoma (SKCM) is not yet clear. This study analyzed the expression of m^6^A-related functional genes in SKCM and aimed to explore the key demethylase ALKBH5 mediated m^6^A modification and its potential mechanism in human SKCM.

**Methods:** Based on public databases, the m^6^A-related gene expression landscape in SKCM was portrayed. MeRIP-Seq and RNA-Seq were used to recognize the downstream target of ALKBH5. *In vivo* and *in vitro* functional phenotype and rescue functional experiments were performed to explore the mechanism of the ALKBH5-m^6^A-ABCA1 axis in SKCM.

**Results:** We found ALKBH5 upregulated in SKCM, associated with poor prognosis. ALKBH5 can promote melanoma cell proliferation, colony formation, migration, and invasion and inhibit autophagy *in vitro*, facilitating tumor growth and metastasis *in vivo*. We identified ABCA1, a membrane protein that assists cholesterol efflux, as a downstream target of ALKBH5-mediated m^6^A demethylation. Finally, our data demonstrated that ALKBH5 promoted SKCM via mediating ABCA1 downregulation by reducing ABCA1 mRNA stability in an m^6^A-dependent manner.

**Conclusion:** Our findings exhibited the functional value of the key demethylase ALKBH5 mediated m^6^A modification in the progression of SKCM, suggesting the ALKBH5-m^6^A-ABCA1 axis as a potential therapeutic target in SKCM.

## Introduction

Skin cutaneous melanoma (SKCM), the most common human skin malignancy, causes 55500 deaths and 90% of skin cancer mortality annually^1^-^3^. Early detection and surgical excision could often be curative in most cases. However, melanoma becomes life-threatening once a distant spread happens. Although immune checkpoint inhibitors targeting PD1/PDL1, and clinical applications of BRAF and MEK inhibitors have revolutionized the treatment of SKCM in the last decade, long-term survival for metastatic melanoma is still low^4^-^7^. Management of novel target interventions may help prevent tumor metastasis, improving clinical outcomes. Herein, we investigated the mechanisms of SKCM progression, providing a more extensive vision of the biology of cancer.

N^6^-methyladenosine (m^6^A) is the most common mRNA modification in eukaryotic biological activities^8^, ^9^. As a dynamically reversible internal mRNA modification, its acquisition and removal are regulated by m^6^A "writer" proteins (Methyltransferase-like 3 [METTL3], METTL14, Wilms tumor 1 associated protein [WTAP], and VIRMA [KIAA1429]), m^6^A "eraser" proteins (Fat-mass and obesity-associated protein [FTO] and Alkylation repair homolog protein 5 [ALKBH5]), and specific "reader" proteins (YTH domain-containing proteins, YTHDF1/2/3, YTHDC1/2, and Human insulin-like growth factor 2 mRNA binding proteins, IGF2BP1/2/3), which recognize m^6^A modification sites and change mRNA status including mRNA stability, decay, splicing, and translation^10^, ^11^. Recent studies have demonstrated that abnormal statuses of m^6^A methylation can participate in tumor proliferation, metastasis, metabolism, and drug resistance, and are closely related to the occurrence and progression of various malignant tumors^12^-^15^. Nevertheless, the function and mechanism of m^6^A methylation in the malignant progression of SKCM remain unclear.

In the present study, we portraited the landscape of expression profiles of m^6^A-related genes in SKCM and discovered that m^6^A demethylase ALKBH5 was up-regulated, associated with poor prognosis. Furthermore, we explored the effect of ALKBH5 in SKCM by *in vivo* and *in vitro* experiments and the underlying regulatory mechanism of the m^6^A modification mediated by ALKBH5 in SKCM, proposing a novel prognostic predictor and therapeutic target for SKCM progression.

## Materials and Methods

### Patient samples, cell lines and cell culture

A total of 18 SKCM and 8 normal skin (NS) paraffin-embedded specimens were collected from the Department of Pathology of the First Affiliated Hospital of Sun Yat-sen University. The experiments and sample collection followed the Declaration of Helsinki and were approved by the Medical Ethics Committee of the First Affiliated Hospital of Sun Yat-sen University.

SKCM cell lines A375 and A2058 were obtained from American Type Culture Collection (ATCC) with authentication. These cell lines were cultured in Dulbecco's modified Eagle's medium (DMEM, Corning, USA) with 10% fetal bovine serum (Gibco, USA) and antibiotics (Servicebio, China). Cells were grown in a 5% CO_2_ cell culture incubator at 37 °C.

### Screening of the differentially expressed m^6^A RNA methylation related genes

Totally 461 SKCM samples from The Cancer Genome Atlas (TCGA) and 558 normal skin (NS) samples from the GTEx database are acquired and included for screening, and |log2FC|>0.5 and *p*-value < 0.05 are regarded as differentially expressed. The UALCAN database was used to compare the expression differences between primary tumors and metastatic tumors.

### Immunohistochemistry and immunocytofluorescence

For immunohistochemistry (IHC) analysis, tissue slides were deparaffinized and rehydrated through an alcohol series followed by antigen retrieval with sodium citrate buffer, blocked with 5% normal goat serum (Vector) with 0.1% Triton X-100 and 3% H_2_O_2_ in PBS for 60 min at room temperature and then incubated with appropriate primary antibodies against ALKBH5(1:1000, ab195377, Abcam), ABCA1(1:200, ab18180, Abcam), and Ki67 (1:1000, ab15580, Abcam) at 4 °C overnight. IHC staining was performed with horseradish peroxidase (HRP) conjugates using DAB detection. Nuclei were counterstained with Hoechst.

For immunocytofluorescence (IF), SKCM cells were first treated with 4% PFA for 15 min. The sections and cells were blocked with Immunol Staining Blocking Buffer (Beyotime) for 1 h and incubated with the primary antibody against ABCA1(1:200, ab18180, Abcam) overnight at 4 °C, then were incubated with Alexa Fluor secondary antibodies (Jackson ImmunoResearch, PA, USA) for 1 h. This was followed by incubation with a diamidinyl phenyl indole (DAPI) coloration for 10 min (Servicebio, China). Images were taken with the fluorescence microscope (IX83, Olympus, Japan).

### LC-MS analysis of RNA m^6^A level

RNA from A375 cell lines was extracted with TRIzol (ThermoFisher, USA). The integrity and quantity of each sample were examined using agarose gel electrophoresis and Nanodrop™ instrument. The mRNA was isolated and purified from total RNA using NEBNext® Poly(A) mRNA Magnetic Isolation Module and then hydrolyzed to single nucleosides. Nucleosides were further dephosphorylated by enzyme mix. The pretreated nucleoside solution was deproteinized using the Sartorius 10000-Da MWCO spin filter.

Nucleoside mixtures were analyzed on Agilent 6460 QQQ mass spectrometer with an Agilent 1290 HPLC system. Multi-reaction monitoring (MRM) mode was performed because of its high selectivity and sensitivity attained working with parent-to-product ion transitions. LC-MS data was acquired using Agilent Qualitative Analysis software. MRM peaks of each modified nucleoside were extracted and normalized to peak areas of normal adenosine in each sample. Samples were run in duplicate, and m^6^A/A ratios were calculated.

### Plasmid constructions and lentiviral transfection

Small hairpin RNAs (shRNAs) of ALKBH5 and ABCA1 were obtained from VectorBuilder (Guangzhou, China), and then annealed into the pLKO·1-puro vector to construct the knockdown plasmids pLKO·1-ALKBH5 and pLKO·1-ABCA1 vectors. All of the shRNA sequences are listed in **Table S1**.

2×10^5^ SKCM cells were added to each well of the 6-well plate with lentiviruses at the concentration of MOI=10, 1 ml DMEM medium, and 1:1000 polybrene (VectorBuilder, Guangzhou, China). After culturing for 12 h, the cells were washed twice with PBS and replaced with fresh DMEM. After another 24h, the cells were replaced with DMEM containing puromycin and screened for 3 days.

### RNA isolation and RT-qPCR

Total RNA was extracted by TRIzol (Invitrogen, USA) following the manufacturer's instructions. Complementary DNA (cDNA) synthesis was performed with GeneAmp RNA PCR kit (Invitrogen) using 1 µg RNA per sample. Real-time reverse transcription fluorescent quantitative polymerase chain reaction (RT-qPCR) was performed using the Real-time Fluorescent Quantitative PCR Kit (Vazyme, Q321) and an ABI7900HT Fast Real-Time PCR system (Applied Biosystems, CA, USA). GAPDH was used as an endogenous control. The comparative Ct(2^-△△CT^) method was applied to calculate the relative expression. All primers used in this study are listed in **Table S2**.

### Western blotting

Cells were lysed in RIPA buffer (P0013B, Beyotime, China) containing the complete cocktail of protease inhibitors (#11836153001, Roche, Switzerland). Protein concentrations were determined with the BCA protein assay kit (P0011, Beyotime, China). Proteins were separated by 4-20% SDS-PAGE, transferred to PVDF film and blotted with antibodies at 4 °C overnight. Secondary antibodies were pre-labelled at room temperature for 1 h. The PVDF film with the target protein was exposed in the visualizer (AI800, GE, USA). Antibodies were purchased from the following: ALKBH5 (ab195377, 1:1000, Abcam), Caspase-3 (A19654, 1:1000, Abclonal), SQSTM1/p62 (A19700, 1:1000, Abclonal), GAPDH (A19056, 1:10000, Abclonal).

### *In vitro* cell proliferation, colony formation, migration, invasion and apoptosis assay

For cell proliferation assay, SKCM cells were seeded in 96-well microplates at a density of 3000 cells per well, and cell viability was measured using Cell Counting Kit-8 (Biosharp, China) at the time in 0h, 24h, 48h, 72h, and 96h. The microplates were incubated at 37 °C for an additional 2 hours. Absorbance was read at 450 nm using a microplate reader (ThermoFisher, USA).

For colony formation assay, SKCM cells were seeded into 6-well plates at a density of 500 cells per well. Following 1 week of incubation, the cell colonies were fixed with 4%PFA and stained with crystal violet.

For transwell migration and invasion assays, 3×10^4^ cells were suspended in 100μl serum-free medium and seeded in the upper chamber (the floor of the upper chamber was coated with matrigel (1:10 dilution, Corning, USA) in the invasion assay). The lower chamber was filled with 600μl medium containing 10% fetal bovine serum to induce migration and invasion. After 24h of incubation at 37 °C, the cells on the upper surface of the membrane were removed. Cells attached to the lower surface were fixed by 4% PFA and stained using 0.5% crystal violet for 20 min. The view of migrating and invading cells was imaged and counted using a light microscope (Olympus, Japan).

For cell apoptosis assay, the Annexin V-PE/7AAD Apoptosis Detection Kit (559763, BD, USA) was used to stain the collected SKCM cells following the manufacturer's instructions, and the cells were analyzed with a flow cytometer (Celesta, BD, USA).

### Animal experiments

Nude mice were all housed under pathogen-free conditions. All animal care and experiments were approved by the Institutional Animal Care and Use Committee of Sun Yat-sen University, and the study is compliant with all relevant ethical regulations regarding animal research. Mice were euthanized when they met the institutional euthanasia criteria for tumor size and overall health condition.

For the subcutaneous implantation model, 6 four-week-old female nude mice were injected with 5 × 10^6^ A375 cells in 100μl of mixed medium (50ul serum-free DMEM and 50ul matrigel) at the right flank of the back. Tumors were measured with a calliper every 3 days to analyze tumor growth. Tumor volume was calculated by the formula: V = (width^2^ × length)/2. At the experimental endpoint, tumor tissues were harvested and fixed with 4% PFA for the paraffin-embedded section.

For tumor metastasis mice model, 6 four-week-old female mice were randomly grouped and injected with 1 × 10^6^ A375 cells in 100ul PBS via the tail vein. Mice were sacrificed 4 weeks after injection to detect lung metastasis. Lung tissues were harvested and fixed with 4% PFA for the paraffin-embedded section, and lung metastasis was detected with microscopy.

### RNA-Seq

The A375 cells, infected with lentiviruses expressing Scramble and shALKBH5, were harvested at 48 h post-infection, followed by RNA extraction using TRIzol (Invitrogen, USA). The cDNA library was prepared by LC-Bio (Hangzhou, China). The paired-end reads were generated by the Illumina® HiSeq 2500 platform supplied by LC-Bio. An R package, EdgeR, was used to quantify transcription levels and identify differentially expressed genes, using a cut-off of *p*-value < 0.05.

### MeRIP-Seq and MeRIP-qPCR

Total RNA was isolated and purified using TRIzol reagent (Invitrogen, USA) from indicated A375 cells. The RNA amount and purity of each sample was quantified using NanoDrop ND-1000 (NanoDrop, USA), and the RNA integrity was assessed by Bioanalyzer 2100 (Agilent, USA). The mRNA was further purified using Dynabeads mRNA Purification Kit (61006, Invitrogen, USA). After fragmentation with Magnesium RNA Fragmentation Module (NEB, USA), the anti-m^6^A antibody (202003, Synaptic Systems, Germany) was used for immunoprecipitated. The IP RNA was reverse-transcribed to cDNA by SuperScript™ II Reverse Transcriptase (Invitrogen, USA), which was next used to synthesise U-labeled second-stranded DNAs with *E. coli* DNA polymerase I (NEB, USA), RNase H (NEB, USA) and dUTP Solution (Thermo Fisher, USA). At last, we performed paired-end sequencing (PE150) on an Illumina Novaseq™ 6000 platform (LC-Bio, Hangzhou, China) or MeRIP-qPCR analysis.

### Luciferase reporter assay

The 3'UTR regions of ABCA1 were amplified by PCR from cDNA and cloned into the vector to construct WT-ABCA1 dual-luciferase reporter plasmid. The 3'UTR fragment, which mutated at the m^6^A site of ABCA1 with thymidine (T) to adenosine (A), was synthesized by GeneChem (Shanghai, China) and cloned into the vector to construct Mut-ABCA1 dual-luciferase reporter plasmid. Luciferase activity was measured by Dual-Luciferase Reporter Gene Assay Kit (RG028, Beyotime, China) in GM2000 (Promega). Experiments were performed using 293T cells in triplicates. The firefly luciferase activity values were normalized to the Renilla luciferase activity values that reflect expression level.

### RNA decay assay

Cells were treated with actinomycin D (Sigma, USA) for 0 h, 3 h, and 6 h, followed by cellular RNA extraction, and the half-life of ABCA1 mRNA was analyzed by RT-qPCR.

### Statistical analysis

Statistical analysis was performed using GraphPad Prism 8.0. Each experiment was repeated three times independently. Data are presented as the mean ± standard deviation. Two-tailed Student's t-test was used to compare the statistical difference between indicated groups. Overall survival was analyzed by the Kaplan-Meier and log-rank tests. Univariate and multivariate Cox regression models were used to study independent prognostic factors. Statistical significance was accepted for *p*-value < 0.05.

## Results

### Demethylase ALKBH5 is upregulated in SKCM and related to poorer survival

To acquire the insight into the potential m^6^A modification in SKCM progression, we analyzed the transcriptomic profiles of SKCM tissue from the TCGA and normal skin (NS) tissue from the GTEx database. We detected relative expression levels of m^6^A-related genes between SKCM and NS and identified that the core m^6^A demethylase ALKBH5 was significantly up-regulated in SKCM tissue (**Figure 1A and 1B**). Through the UALCAN tool, we further discovered that the expression level of ALKBH5 was significantly higher in metastatic melanoma than in primary melanoma, indicating that ALKBH5 may play a dominant part in cancer progression and metastasis in SKCM (**Figure 1C**). Subsequently, we validated the high expression of ALKBH5 in SKCM rather than in NS samples through immunohistochemistry staining, which supported our initial analysis (**Figure 1D and 1E**). Next, we investigated the prognostic value of ALKBH5 in the SKCM cohort from the TCGA database. The Kaplan-Meier analysis was applied, and SKCM patients with high ALKBH5 expression held poorer OS (*P* = 0.012) (**Figure 1F**). Univariate regression analysis demonstrated that advanced tumor stages (III & IV) and high expression of ALKBH5 were both hazard factors of OS (**Figure 1G**). Meanwhile, Multivariate regression analysis also indicated that ALKBH5 expression was an independent predictor (HR = 1.651, 95% CI [1.166-2.324]) of OS for the cohort (**Figure 1H**). These outcomes implied that ALKBH5 was overexpressed in SKCM and might be an independent prognostic signature for SKCM patients.

### ALKBH5 promoted SKCM cell proliferation, colony formation, migration, invasion and suppressed autophagy *in vitro*

To investigate the specific function of ALKBH5 in the progression of SKCM, we transfected cells with lentiviruses packaged with distinct shRNA sequence plasmids (shALKBH5#1, shALKBH5#2, and shALKBH5#3) and constructed stable ALKBH5-knockdown cells in melanoma A375 and A2058 cell lines. The knockdown efficiency of ALKBH5 was verified by both RT-qPCR and western blotting (**Figure 2A and 2B**). As shown in CCK-8 and colony formation assay, the proliferation and colony formation ability of A375 and A2058 cells was significantly reduced after the knockdown of ALKBH5 (**Figure 2C and 2D**). The transwell assay was then performed, and the consequences suggested that the knockdown of ALKBH5 inhibited the migration and invasion of SKCM cells (**Figure 2E**). We next used flow cytometry with Annexin V/7AAD staining to analyze the influence of ALKBH5 in cell apoptosis. ALKBH5 depletion did not significantly affect cell apoptosis rate in either A375 or A2058 cells (**Figure 2F**). The western blotting results of apoptosis-related signature Caspase-3 also approved this standpoint. In addition, we performed western blotting on the autophagy substrate Sequestosome 1 (SQSTM1/p62). We found that knocking down ALKBH5 resulted in a decrease in SQSTM1 protein expression, which was negatively correlated with the degree of cell autophagy, promoting autophagy in A375 and A2058 melanoma cells (**Figure 2G**). Overall, our results presented that ALKBH5 was essential in assisting SKCM cell growth, colony formation, migration, invasion, and inhibiting cell autophagy.

### Inhibition of ALKBH5 suppressed SKCM growth and metastasis *in vivo*

To investigate the function of ALKBH5 in the growth and metastasis of SKCM, we conducted *in vivo* experiments with stable ALKBH5-knockdown A375 cells in nude mice. As shown in the consequence of the tumor subcutaneous implantation experiment, silencing of ALKBH5 effectively repressed tumor growth (**Figure 3A and 3B**), as reflected by the significant decline of tumor size and weight compared to the negative control group (**Figure 3C and 3D**). We also observed from the immuno-histological analysis that a decrease in the expression of Ki67, a cell proliferation marker, accompanied the knockdown of ALKBH5 (**Figure 3E-3G**). Furthermore, we established SKCM lung metastasis models in nude mice through tail vein injection (**Figure 3H**). When the expression of ALKBH5 was downregulated, the number of pulmonary metastatic nodules was also reduced (**Figure 3I and 3J**). All these results suggest that ALKBH5 and its targets are essential in facilitating SKCM progression and metastasis *in vivo*.

### Identification of potential downstream targets of ALKBH5 in SKCM

LC-MS analysis showed that SKCM A375 cells in the shALKBH5 group had significantly more m^6^A peaks than the control group, indicating that ALKBH5 has epigenetic effects on SKCM cells (**Figure 4A**). To further explore the epigenetic mechanism underlying how ALKBH5 facilitates tumor progression and recognizes the downstream targets in SKCM, we performed RNA-Seq and MeRIP-Seq using shALKBH5 and negative control A375 cells. 

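A375 is a human melanoma cell line. The data held 2 groups of A375 cells, infected with a lentivirus expressing shALKBH5 or with the control, which the sample labels name shCtrl and the paper names Scramble. Each group had 3 input libraries and 3 m6A immunoprecipitation (IP) libraries. In MeRIP-Seq, fragmented mRNA is precipitated with an antibody against m6A, and the input is the same RNA before precipitation. The paper states that the cells for RNA-Seq were harvested at 48 h post-infection. Which ALKBH5 hairpin the sequenced cells carried is not named in the paper's text. The expression values are those of the input libraries. For these libraries the labels name the sequencer that the paper states for MeRIP-Seq, not the one it states for RNA-Seq. The authors deposited them as FPKM (fragments scaled by transcript length and by the mapped fragments of the library) for 29696 genes, without read counts, so the depth of the libraries is unknown. FPKM summed to between 221946 and 223231 in the shALKBH5 libraries and between 212760 and 218966 in the shCtrl libraries, and between 10624 and 10946 genes reached 1 FPKM in a library. The m6A data are the authors' peaks, in 1 list per group with no values per library, so the peaks have no replicate check here. A further deposited table compares the peaks of the groups.

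The targeted gene was examined first. ALKBH5 (ENSG00000091542, chromosome 17, 18183078 to 18209954 in the authors' annotation, whose genome build is not named) was at 3.39, 3.92 and 3.12 FPKM in shALKBH5 replicates 1, 2 and 3 and at 19.3, 17.8 and 17.6 FPKM in the shCtrl replicates. The means were 3.48 ± 0.41 FPKM (SD, n = 3) and 18.2 ± 0.962 FPKM (SD, n = 3). All shALKBH5 values lay below all shCtrl values (exact permutation test, two-sided, p = 0.1, the smallest p that 3 libraries against 3 allow). The log2 fold change was -2.36 (standard error 0.0887, adjusted p = 1.276e-06 from limma with Benjamini-Hochberg adjustment), and from -2.45 to -2.29 with each library left out in turn. On log2 values, libraries of the same group correlated at r = 0.981 to 0.984 and libraries of different groups at r = 0.929 to 0.934 across genes. Expression was tested with limma on log2(FPKM + 0.1), for the 12985 genes with a mean of at least 0.5 FPKM. Fold changes on this scale understate the change of genes with low values.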

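Between the shALKBH5 and shCtrl input libraries, 7917 of the 12985 genes tested (61.0%) had an adjusted p-value under 0.05. Of these, 4509 were higher and 3408 lower in shALKBH5 cells. Rescaling each library by its median ratio gave 3810 higher and 3886 lower, so the excess of higher genes depended on the scaling. In 8700 of the tested genes (67%) the values of the 2 groups did not overlap, where chance gives 10%. Most changes were small, with a median absolute log2 fold change of 0.55 among the genes past the threshold. With an unadjusted p-value under 0.05 and an absolute log2 fold change above 2, 223 genes were called, of which 93 were higher and 130 lower. A pseudocount of 1 in place of 0.1 moved this count most, to 51 genes, 17 higher and 34 lower.

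Of the 5 genes named for the largest increases, TCN1 (chromosome 11, 59852800 to 59866489) rose from 2.14 ± 0.38 FPKM (SD, n = 3) to 27.6 ± 0.89 FPKM (SD, n = 3), a log2 fold change of 3.64 (standard error 0.112, adjusted p = 6.366e-07 from limma). PTGDR2 was listed at 0 in all 3 shCtrl libraries and at 1.97 to 2.81 FPKM in the shALKBH5 libraries. The shCtrl peak list holds PTGDR2 peaks, so this 0 is not read as absence and the size of the rise is uncertain. The other 3 were EEF1A1P11, a pseudogene, and RAB4B-EGLN2 and PPAN-P2RY11, which are readthrough genes. Their log2 fold changes were 4.24, 4.00 and 3.68, and they are uncertain because reads can be shared with the related genes, which was not tested. They also depended on single libraries, and with each library left out ran from 3.74 to 5.03, 3.27 to 5.28 and 2.52 to 4.52. RAB4B-EGLN2 was at 0.230 FPKM in shALKBH5 replicate 2 and at 4.04 and 5.27 FPKM in replicates 1 and 3. Of the 5 genes named for the largest decreases, LINC01173 was listed at 0 in all 3 shALKBH5 libraries and at 2.10 to 2.51 FPKM in the shCtrl libraries. ITGB5 (chromosome 3, 124761948 to 124901418) had 6.04 ± 0.324 FPKM (SD, n = 3) in shALKBH5 and 72.8 ± 1.52 FPKM (SD, n = 3) in shCtrl cells, a log2 fold change of -3.57 (standard error 0.0499, adjusted p = 9.715e-08 from limma). CPA4, SCARA3 and AL606500 had log2 fold changes of -3.72, -3.33 and -3.25. ALKBH5 itself was exceeded by 51 tested genes that fell more at an adjusted p-value under 0.05.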

RNA-Seq analysis showed that compared to the control group, 36 genes (log2FC<-2) were downregulated, and 19 genes (log2FC>2) were upregulated when ALKBH5 was silenced (**Figure 4D and 4E**).

For MeRIP-Seq, the m^6^A signal was mainly enriched in 5'UTR, CDS, and 3'UTR. 

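The authors' peak list held 46039 m6A peaks in 18350 genes for shALKBH5 cells and 44304 peaks in 17829 genes for shCtrl cells. By the authors' annotation, the 3'UTR held 45.5% of the shALKBH5 peaks (95% Wilson interval 45.02 to 45.9%) and 46.2% of the shCtrl peaks (45.7 to 46.7%). The 5'UTR held 16.6% and 17.0%, and other exons of coding genes 13.3% and 13.4%. These 3 regions together made up 75.4% of the shALKBH5 peaks and 76.6% of the shCtrl peaks, and exons of noncoding RNAs a further 19.1% and 18.1%. The 3'UTR share differed little between the lists (odds ratio 0.971, Fisher's exact test, two-sided, p = 0.0295, with peaks as the unit and no replicates). Limiting the lists to peaks with a fold enrichment of at least 2 and an FDR of at most 0.01, as the authors' peak caller gave them, left 30643 and 30294 peaks. Their 3'UTR shares were 48.6% and 49.1%.

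Of the shALKBH5 peaks, 78.1% (77.7 to 78.5%) overlapped a shCtrl peak by at least 1 bp on the same strand. The share of shCtrl peaks that overlapped a shALKBH5 peak was 81.3% (80.9 to 81.6%). Peak spans include introns, and 10.7% of the shALKBH5 peaks spanned more than 10 kb. When both peaks had to overlap by at least 50%, the shares fell to 51.6% and 53.7%.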

Besides, the differential m^6^A peaks were most frequently detected at 3'UTR (**Figure 4B and 4C**). 

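The authors' deposited table of differential peaks listed 6513 peaks, all with a p-value under 0.05. At an absolute log2 fold change above 1, the authors' deposited table gave 1092 peaks, with 587 increased and 505 decreased in shALKBH5 cells. Of these, 37.5% (95% Wilson interval 34.6 to 40.4%) lay in the 3'UTR, 29.9% (27.3 to 32.7%) in exons of noncoding RNAs, 13.6% in the 5'UTR and 12.1% in other exons. The threshold on the change moved this share most. The 3'UTR held 55.6% of all 6513 peaks in the authors' deposited table and 31.0% (26.4 to 36.0%) of the 355 peaks above 2. Above 2, exons of noncoding RNAs held 37.2% (32.3 to 42.3%), an interval that overlaps that of the 3'UTR. The increased peaks had a lower 3'UTR share than the rest of the authors' deposited table, 39.7% against 57.1% (odds ratio 0.494, Fisher's exact test, two-sided, p = 6.939e-16, with peaks as the unit). The decreased peaks above 1 in size in the authors' deposited table had 34.9% (30.8 to 39.1%), an interval that overlaps that of the increased peaks (35.8 to 43.7%).

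**Figure D1:**
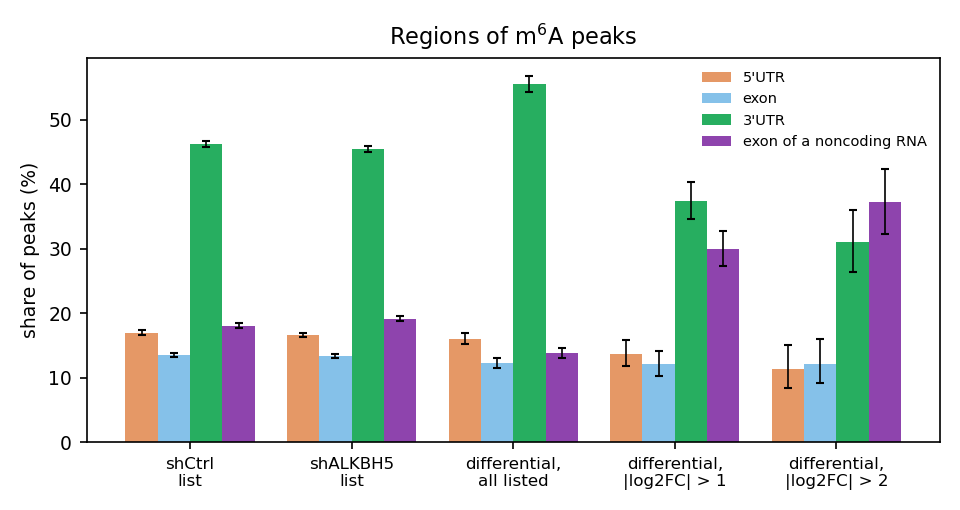
Share of m6A peaks (vertical axis, percent) in 4 annotated regions for the peak list of each group and for the differential peaks at 3 thresholds on the absolute log2 fold change (log2FC); error bars are 95% Wilson intervals. The 3'UTR bar is the tallest in every set but the last, where exons of noncoding RNAs reach 37.2% and the 3'UTR 31.0%.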

To evaluate whether the altered gene expression was generated by m^6^A modification, we overlapped the increased m^6^A peaks (log2FC>1) of MeRIP-Seq and 55 differential genes of RNA-Seq, gaining 15 genes (**Figure 4E and 4F**). Among these genes, we found that ATP-binding cassette transporter A1 (ABCA1), a functional membrane protein facilitating cholesterol efflux, presented the most consistent raised m^6^A level after ALKBH5 knockdown, and its mRNA level increased in shALKBH5 A375 melanoma cells compared to control cells (**Figure 4G**). 

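Among the 4242 genes with both a peak in the authors' deposited table and a tested expression value, 290 had an increased peak with a log2 fold change above 1. Of these, 6 also passed the expression threshold, AC074117 with higher and COLEC12, DCHS1, HYI, MAN1A1 and UHRF1 with lower expression in shALKBH5 cells. That is 2.07% of the genes with an increased peak, against 1.59% of the other genes (odds ratio 1.30, Fisher's exact test, two-sided, p = 0.471). When the expression values came from the authors' deposited table, the overlap was 15 genes, with 2 higher and 13 lower (odds ratio 1.51, Fisher's exact test, p = 0.139). These are the genes of Fig. 4F. Of the 15 genes, 9 reached the filter of 0.5 FPKM, and ABCA1, CHST15, PIK3CA, RPSAP52, TMEM170B and TRABD2B did not. In the authors' deposited table their largest m6A log2 fold changes ran from 1.02 for C19orf57 to 2.08 for MAN1A1, and 6 of the 15 genes had an increased peak above 1 with an FDR under 0.05. The peak with the largest increase lay in the 3'UTR in 5 of the 15 genes. DCHS1, CLSPN and HYI also had a decreased peak in the authors' deposited table.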

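ABCA1 (ENSG00000165029) lies on the minus strand of chromosome 9, from 104781006 to 104928155. Its values were 0.317, 0.309 and 0.277 FPKM in shALKBH5 replicates 1, 2 and 3 and 0.0510, 0.0497 and 0.0193 FPKM in the shCtrl replicates. The means were 0.301 ± 0.0211 FPKM (SD, n = 3) and 0.0400 ± 0.0179 FPKM (SD, n = 3). All shALKBH5 values lay above all shCtrl values (exact permutation test, two-sided, p = 0.1, the smallest possible). The mean over all libraries, 0.171 FPKM, was at the 45.4th percentile of the listed genes and below the filter, so ABCA1 was not among the genes tested. Its log2 fold change on log2(FPKM + 0.1) was 1.53, and from 1.41 to 1.58 with each library left out in turn. Without the filter its standard error was 0.171 and its adjusted p-value 0.00147 from limma. The size of the change depended on the pseudocount, with a log2 fold change of 0.32 at a pseudocount of 1 and of 2.71 at 0.01. The authors' deposited table gives a log2 fold change of 2.91 with p = 1.359e-14.

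For m6A, the authors' deposited table gives ABCA1 a single differential peak, with a log2 fold change of 1.79, p = 0.0017 and an FDR of 0.0204. This was the third largest increase in the authors' deposited table among the 15 genes, after MAN1A1 and TRABD2B, whose FDR values were 0.139 and 0.0759. From the raised m6A level and the raised mRNA level after ALKBH5 knockdown, together with data on ABCA1 in melanoma tissue and patient survival, the paper chose ABCA1 as a potential downstream target of ALKBH5 demethylation.

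**Figure D2:**
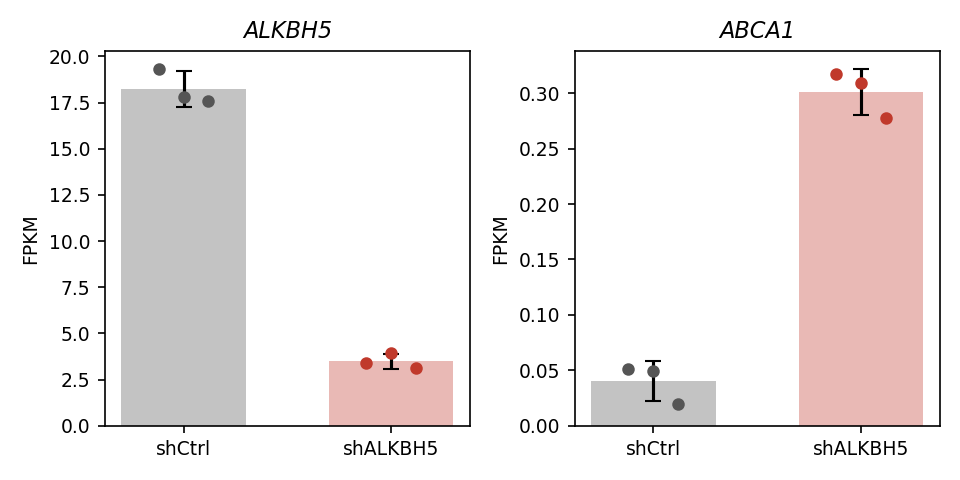
Expression of ALKBH5 and ABCA1 (vertical axes, FPKM) in the input libraries of shCtrl and shALKBH5 cells. Points are the 3 libraries of each group, bars their mean and error bars their SD; ALKBH5 was lower in every shALKBH5 library, and ABCA1, on an axis of its own, was higher in every one.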

Differential expression analysis from databases suggested low expression of ABCA1 in SKCM compared to normal skin, and we applied immunohistochemistry to verify the low expression of ABCA1 in SKCM tissue (**Figure 4H and 4I**). Meanwhile, the Kaplan-Meier curve showed that a low expression level of ABCA1 was accompanied by a better prognosis, suggesting that ABCA1 may be a tumor suppressor gene, which accorded with the logic that upstream ALKBH5 plays as a potential oncogene (**Figure 4J**). Therefore, we chose ABCA1 as a potential downstream targeted gene after ALKBH5 demethylation for additional investigations.

### ALKBH5 mediated epigenetic silencing of ABCA1 in an m^6^A-dependent manner

To confirm ABCA1 as a target of ALKBH5-mediated demethylation, we detected mRNA and protein expression levels of ABCA1 in SKCM cells. In accordance with our RNA-Seq results, ABCA1 was significantly upregulated in stable ALKBH5-knockdown A375 and A2058 cells (**Figure 5A-5C**). To validate ABCA1 as a demethylation target site of ALKBH5, we performed the m^6^A-RNA immunoprecipitation assay and RT-qPCR. As anticipated, the knockdown of ALKBH5 remarkably elevated the m^6^A level of ABCA1 mRNA (**Figure 5D**).

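The m6A peaks of ABCA1 in the A375 cells lay in its 3'UTR by the authors' annotation. The shALKBH5 list held 1 ABCA1 peak on chromosome 9, from 104783852 to 104785511 (1660 bp), and the shCtrl list held 1 from 104784211 to 104784391 (181 bp), which lies wholly within it. The authors' peak caller gave the shALKBH5 peak a fold enrichment of IP over input of 9.94 with a log10 p of -16.2, and the shCtrl peak a fold enrichment of 5.11 with a log10 p of -1.78. The log10 FDR of the shCtrl peak was -1.25, which would be above an FDR of 0.05 if read as given, but these values are treated here as a score. ABCA1 was low in the input, with means of 0.0400 FPKM in shCtrl and 0.301 FPKM in shALKBH5 cells. The narrower and weaker shCtrl peak can therefore reflect fewer ABCA1 reads, and the peak lists do not separate this from less m6A. In the authors' deposited table of differential peaks, the ABCA1 peak spans 104783882 to 104785451 (1570 bp), or 2876 to 4445 bp from the 3' end of the gene. Of the increased peaks with a log2 fold change above 1 in the authors' deposited table, 240 (40.9%) had a larger log2 fold change. The motif sequences were not analysed here.

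**Figure D3:**
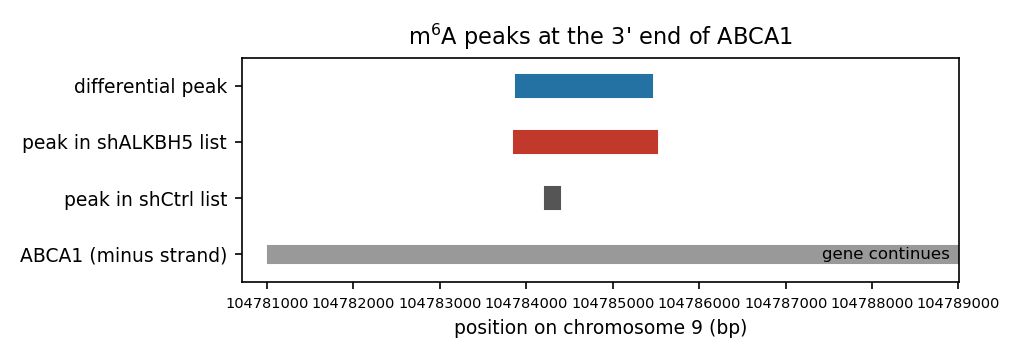
Map of the 3' end of ABCA1 (horizontal axis, position on chromosome 9 in bp; the gene is on the minus strand, so its 3' end is at the left). Bars are the gene and the ABCA1 peaks of the shCtrl list, the shALKBH5 list and the differential table. The shCtrl peak of 181 bp lies inside the other peaks. ABCA1 input was lower in shCtrl cells, so the width of a peak need not reflect m6A alone.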

The MeRIP-Seq identified five potential m^6^A motifs in the 3′ UTR region of ABCA1. To verify the function of m^6^A methylation in the regulation of ABCA1, we inserted the target region into the luciferase reporter and transformed thymidine (T) in the potential m^6^A motifs into adenosine (A) to construct the mutant one (**Figure 5E**). Relative normalized luciferase activities of the wild-type and mutant ABCA1 3'UTR reporter vectors were compared in the ALKBH5-overexpressed and control cells. As expected, transfecting the wild-type reporter but not the mutant reporter into ALKBH5-overexpressed cells reduced the luciferase activity (**Figure 5F**). In addition, the mRNA stability assay showed that the silencing of ALKBH5 lessened the degradation rate of ABCA1 mRNA, enhancing its stability (**Figure 5G**).

### Depletion of ABCA1 alleviated the suppression of SKCM by ALKBH5 inhibition *in vitro* and *in vivo*

To clarify whether ABCA1 participated in ALKBH5-dependent tumor progression and metastasis, we silenced ABCA1 in ALKBH5 stable knockdown SKCM A375 and A2058 cells (**Figure 6A-6C**). We found that the loss of ABCA1 alleviated the inhibition of cell proliferation, colony formation, migration, and invasion ability mediated by ALKBH5 (**Figure 6D-6F**). Meanwhile, the western blotting results also suggested that inhibition of ABCA1 leads to partially restoring autophagy substrate SQSTM1, which repressed cell autophagy generated by silencing ALKBH5 (**Figure 6G**).

Afterward, we verified the role of the ALKBH5-m^6^A-ABCA1 axis *in vivo*. We established subcutaneous implantation and tail vein injection nude mouse models with stable ALKBH5 knockdown, double knockdown, and negative control A375 cells. Double knockdown of ALKBH5 and ABCA1 attenuated the inhibition by singly silencing ALKBH5 of melanoma tumor growth in mice reflected by the increase of tumor size and tumor weight (**Figure 7A-7D**). Besides, IHC staining showed that tumors with repressed development caused by ALKBH5 depletion had higher expression of ABCA1 and lower expression of Ki67 than control tumors, and the depletion of ABCA1 alleviated the suppression of Ki67 by ALKBH5 inhibition (**Figure 7E and 7F**). Statistical analysis of IHC staining showed a negative correlation between ALKBH5 and ABCA1 protein expression levels, and a negative correlation between ABCA1 and Ki67 protein levels (**Figure 7G and 7H**). Additionally, we noticed an increase in lung metastasis in the double knockdown A375 cells compared to the single knockdown of ALKBH5 (**Figure 7I and 7J**). The above consequences implied that the loss of ABCA1 alleviated the inhibition on SKCM tumor growth and metastasis by ALKBH5 depletion *in vitro* and *in vivo*.

## Discussion

RNA methylation modification is an important part of epigenetics, in which m^6^A methylation plays the most common modification behavior in mammals and has become an influential field in biomedical research in recent years^10^. Due to its dynamic reversibility, it is considered a critical factor in promoting cancer therapy^12^. Recent studies have proven that m^6^A modification is involved in the occurrence and progression of various tumors^14^. However, whether m^6^A modification plays the role of "pro-cancer" or "anti-cancer" and the underlying mechanisms in human SKCM have not been fully clarified. In a previous report on melanoma, FTO, an m^6^A demethylase, was induced by metabolic starvation stress through the autophagy and NF-κB pathway, promoting melanoma tumorigenesis and anti-PD-1 resistance in melanoma^16^. Moreover, it was stated that m^6^A reader YTHDF3 could affect the metastasis of melanoma and serve as a promising therapeutic target to be interfered with^17^. In our study, we systematically analyzed the expression profiles of key regulators of m^6^A modification in SKCM and found that the m^6^A demethylase ALKBH5, rather than other writers or erasers, was aberrantly overexpressed in human SKCM, simultaneously associated with poorer survival of SKCM patients. We then functionally proved the essential role of ALKBH5 in promoting SKCM growth and metastasis via *in vitro* and *in vivo* assays. Here, we revealed the upregulation of ALKBH5, and it was characterized to be an independent prognostic factor in the SKCM cohort.

ALKBH5, the essential member of m^6^A demethylases, has been reported as a key participant in several malignancies^18^. It is declared that ALKBH5, as an oncogene, enhances macrophage recruitments via the alteration of m^6^A modification of MAP3K8 and promotes hepatocellular carcinoma metastasis^19^. Reversely, ALKBH5 acts as a tumor suppressor gene that represses pancreatic cancer progression by posttranscriptional activation of PER1^20^. Nevertheless, the functions and roles of ALKBH5 in SKCM still need to be clarified. The present study, ALKBH5 was filtered from a cluster of m^6^A regulators according to differential expression and prognostic analysis. We further performed LC-MS analysis to show that the overexpression of ALKBH5 decreases overall m^6^A levels in melanoma cells, indicating that ALKBH5 might affect SKCM progression through m^6^A modification. Through a series of functional assays, we proved that ALKBH5 acted as an oncogene in SKCM via facilitating cell migration, invasion, proliferation, colony formation, and inhibiting autophagy, leading to tumor advancement and metastasis.

To investigate the mechanism of how ALKBH5 promoted SKCM, we employed multi-omics sequencing and regarded ABCA1 as a direct downstream target of ALKBH5-mediated m^6^A demethylation in SKCM, which was upregulated with a better prognosis after ALKBH5 depletion. ABCA1 is a previously reported tumor suppressor gene, translated as transmembrane proteins widely expressed in many tissues, with the most explored function being to assist in cholesterol efflux^21^, ^22^. Cellular cholesterol homeostasis is highly associated with membrane-anchored signaling pathways, altered during tumor cell proliferation^23^. Furthermore, tumor cells have been previously discovered with higher cholesterol levels, indicating an increase in cholesterol metabolism and a lack of cholesterol efflux during cancer development^24^, ^25^. ABCA1-mediated cholesterol efflux is one of the major cholesterol trends, and previous studies have researched the involvement of ABCA1 in tumor development^26^, ^27^. In breast cancer, the MEK/ERK/c-Jun/ABCA1 pathway was activated, leading to cholesterol efflux and membrane fluidity enhancement, thereby promoting the epithelial-mesenchymal transition of cancer cells^28^. Likewise, ABCA1 downregulation caused by ABCA1 promoter hypermethylation led to elevated cholesterol levels in cancer cells, enhanced cell proliferation, and inhibited apoptosis^29^. In addition, a recent article reported that ABCA1 was less expressed in renal clear cell carcinoma tissues than in adjacent tissues, and the overexpression of ABCA1 upstream LXR-α could trigger autophagy and ABCA1-mediated cholesterol efflux, ultimately inhibiting tumor growth^30^. In our study, luciferase assays confirmed the direct binding of ALKBH5 to the m^6^A methylation motif on 3'UTR of ABCA1 mRNA. Meanwhile, MeRIP-qPCR confirmed the increased ABCA1 methylation level after knocking down ALKBH5, suggesting that ALKBH5 directly mediates ABCA1 m^6^A demethylation and leads to abnormal expression. In addition, the results of RNA decay assay showed a decrease in ABCA1 mRNA degradation after silencing ALKBH5. The results indicated that the increased level of m^6^A methylation at the 3'UTR site of ABCA1 may lead to enhanced mRNA stability, which was major responsible for the high expression of ABCA1 membrane protein. Survival analysis indicated that high expression of ABCA1 in SKCM was associated with better prognosis and might exist as a tumor suppressor gene. Subsequent *in vivo* and *in vitro* rescue experiments have shown that ABCA1 can reverse the function of ALKBH5 in promoting the invasiveness of SKCM, which may partially explain how ALKBH5-m^6^A-ABCA1 axis affected the progression and metastasis of SKCM.

Autophagy is a mechanism by which cellular material is degraded for basal turnover of cell components and energy^31^. Programmed cell death is one of the essential methods against cancer, in which autophagy has been playing opposing roles to cancer, and interventions for autophagy have been proposed as cancer therapies^32^-^36^. Previous articles reported that ABCA1-related cholesterol efflux may be accompanied by autophagy and play a therapeutic role in tumors^22^, ^30^. Similarly, in our study, knocking down ALKBH5 increased the expression of ABCA1 and decreased autophagy substrate SQSTM1, which activated autophagy-related pathways for anti-cancer effects. At the same time, the depletion of ABCA1 could elevate SQSTM1 expression, which indicated the repression of autophagy. Recent studies have shown that m^6^A modification mediates regulation of autophagy-related genes, affecting autophagy regulatory network and programmed cell death in multiple diseases^37^, ^38^. Based on the results of our study and previous reports, we may reasonably speculate that the epigenetic modification of ABCA1 mediated by m^6^A demethylase ALKBH5 may affect tumor progression of SKCM via modulating cellular cholesterol homeostasis and autophagy. Nevertheless, this speculation still needs further in-depth validation in the future.

In summary, our work revealed the functional role of ALKBH5 in regulating the m^6^A methylation modification and the development of SKCM via *in vivo* and *in vitro* assays. Multi-transcriptomics showed that ABCA1 was the downstream target of ALKBH5-mediated epigenetic regulation. Mechanically speaking, ALKBH5 recognized the m^6^A motif on ABCA1 3'UTR, lowering its mRNA stability and protein expression to facilitate tumor advance (**Figure 8**). The ALKBH5-m^6^A-ABCA1 axis could play an essential role in the progression and metastasis of SKCM and might serve as a novel potential therapeutic target for SKCM patients.

## Supplementary Material

Supplementary tables.

## Figures and Tables

**Figure 1:**
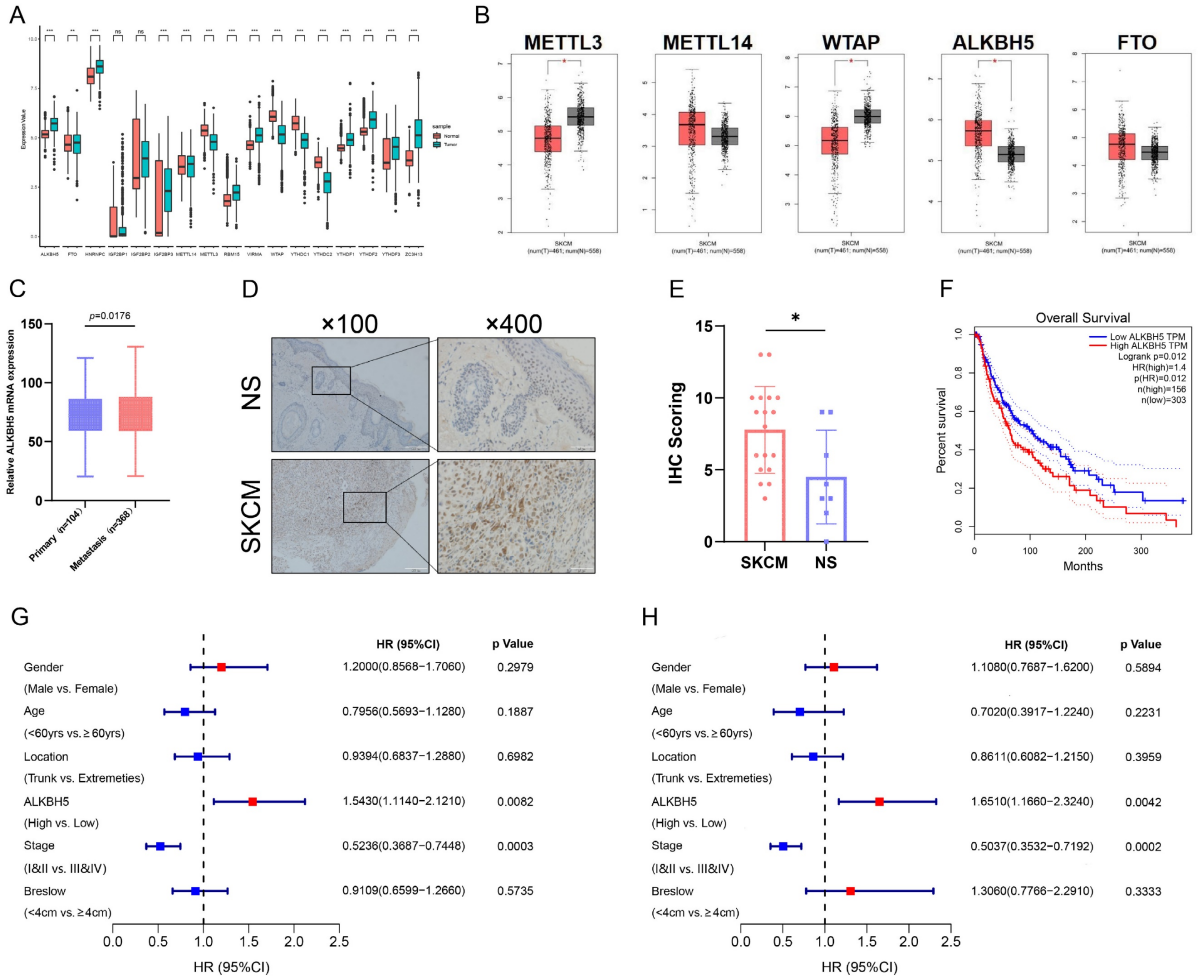
** Demethylase ALKBH5 is upregulated in SKCM and related to poorer survival. (A)** The expression landscape of m^6^A-related genes in SKCM and NS. **p-value < 0.01, ***p-value < 0.001.** (B)** The differential expression analysis of major m^6^A writers and erasers between SKCM and NS. |log2FC|>0.5, *p-value < 0.05. **(C)** The relative ALKBH5 mRNA level between primary and metastatic melanoma.** (D)** The higher protein level of ALKBH5 in SKCM tissues than in NS tissues was verified by immunohistochemistry assay. **(E)** Statistical analysis results of immunohistochemistry.** (F)** Kaplan-Meier survival analysis displayed that the overall survival time of patients with high ALKBH5 expression was significantly shorter than that of patients with low ALKBH5 expression (log-rank *p* = 0.012).** (G)** Univariate analysis showed that the high level of ALKBH5 was a risk factor for SKCM (*p* = 0.0082).** (H)** Multivariable analysis showed that the high level of ALKBH5 was a risk factor for SKCM (*p* = 0.0042).

**Figure 2:**
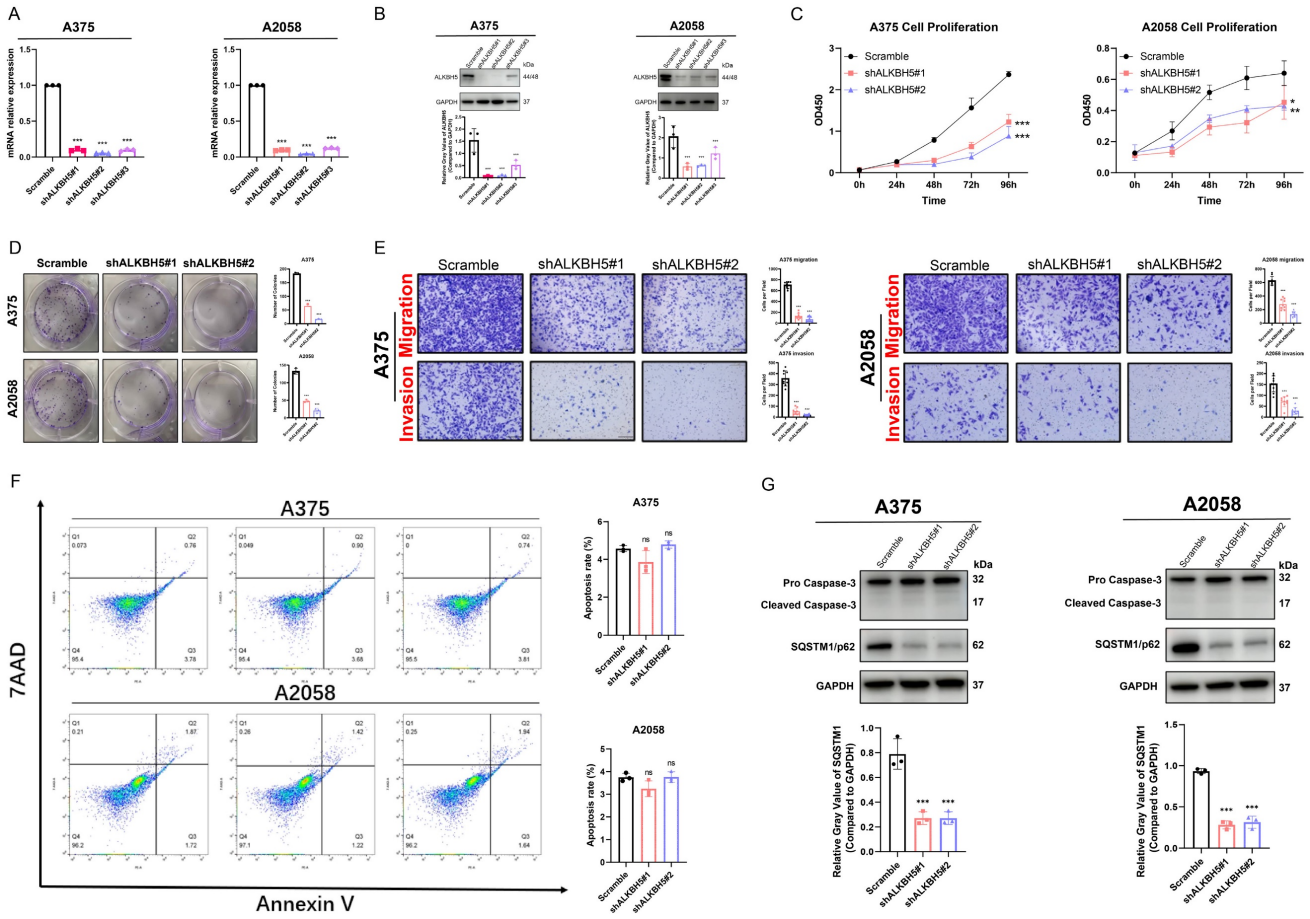
** ALKBH5 promoted SKCM cell proliferation, colony formation, migration, invasion, and suppressed autophagy *in vitro*. (A)** RT-qPCR confirmed the knockdown of ALKBH5 in A375 and A2058 cells by shRNA on mRNA levels.** (B)** Western blotting confirmed the knockdown of ALKBH5 in A375 and A2058 cells by shRNA on protein levels. **(C)** Cell growth curve of A375 and A2058 cells transfected with Scramble or shALKBH5. **(D)** Colony formation ability of A375 and A2058 cells transfected with Scramble or shALKBH5. **(E)** The apoptosis rate of A375 and A2058 cells transfected with Scramble or shALKBH5. **(F)** Cell migration and invasion ability of A375 and A2058 cells transfected with Scramble or shALKBH5. **(G)** The protein levels of ALKBH5 and SQSTM1 in A375 and A2058 cells transfected with Scramble or shALKBH5. The results are presented as mean ± SD. * p < 0.05, ** p < 0.01, *** p < 0.001.

**Figure 3:**
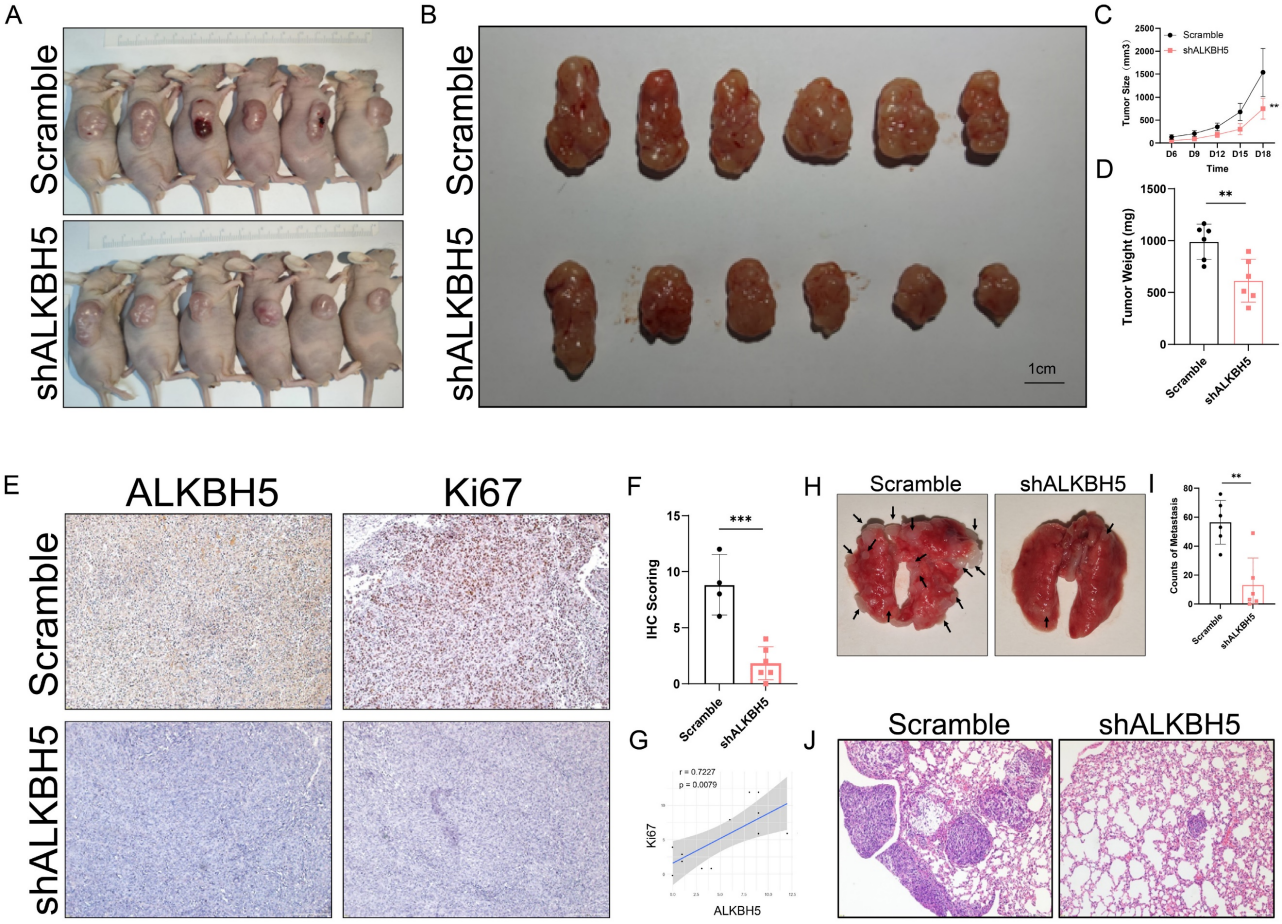
** Inhibition of ALKBH5 suppressed SKCM growth and metastasis *in vivo*. (A)** General observation of nude mice in tumor subcutaneous implantation experiment. **(B)** General observation of tumor with A375 cells transfected with shALKBH5 or Scramble.** (C)** The size of the subcutaneous implanted tumor was measured every three days. **(D)** The weight of the subcutaneous implanted tumor was measured at the end. **(E)** Images of IHC staining showing ALKBH5, and Ki67 in subcutaneous tumor models. **(F)** Statistical analysis results of immunohistochemistry staining of Ki67.** (G)** Correlation analysis of ALKBH5 and Ki67 protein expression levels in immunohistochemistry staining. **(H)** General observation of lung tissues of the nude mice treated with the indicated cells. **(I)** Counting of pulmonary metastatic nodules at the end. **(J)** The pulmonary metastatic nodules were verified by hematoxylin and eosin staining. The results are presented as mean ± SD. * p < 0.05, ** p < 0.01, *** p < 0.001.

**Figure 4:**
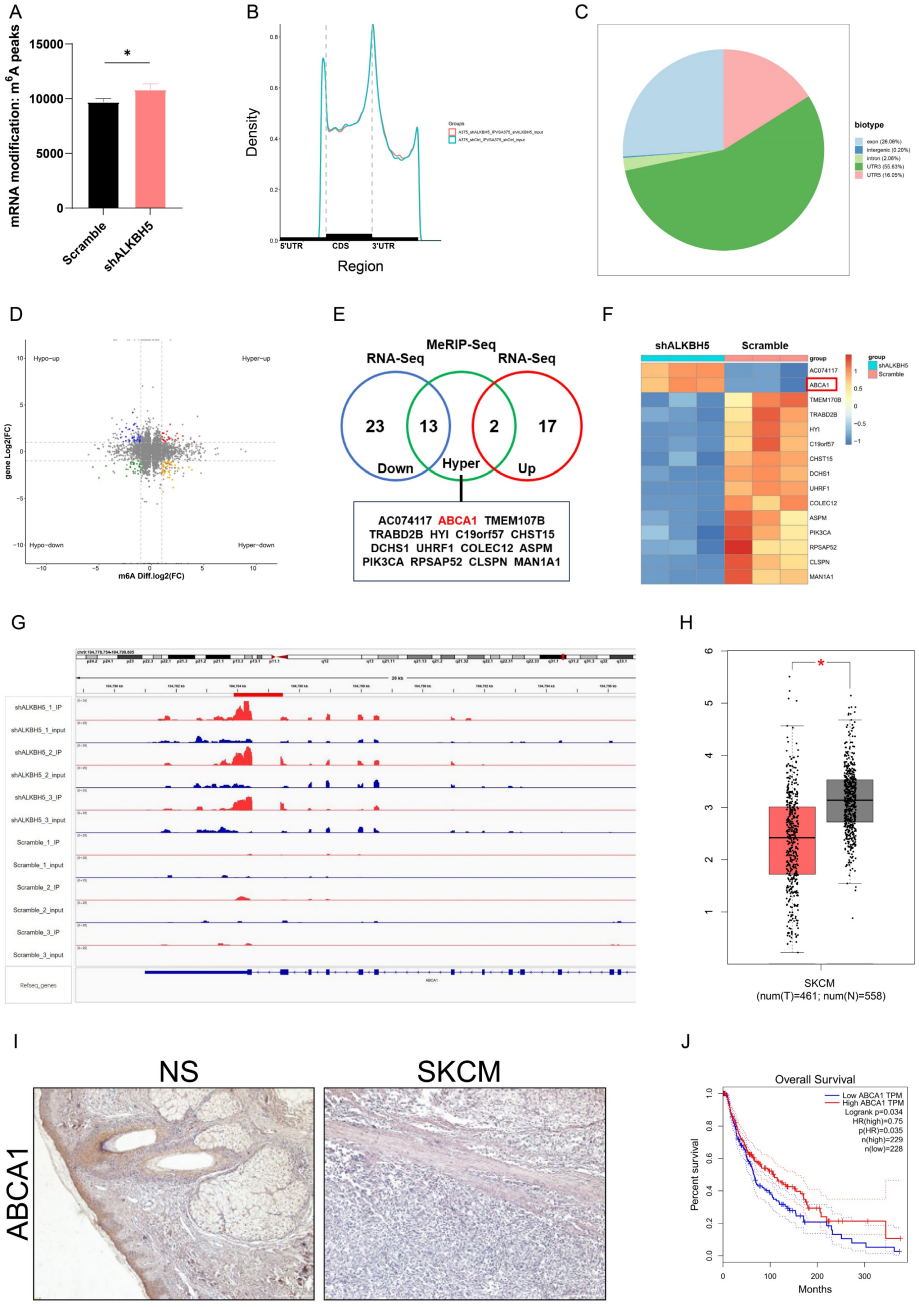
**Identification of ABCA1 as a potential downstream target of ALKBH5 in SKCM. (A)** SKCM A375 cells transfected with Scramble exhibited lower total m^6^A methylation levels compared to the shALKBH5 group. **(B)** Divide genes into three regions: 5'UTR, CDS, and 3'UTR, and calculate the distribution of peaks in each area. **(C)** Peaks are mostly enriched in the 3'UTR region. **(D)** Volcano plots for RNA-Seq and MeRIP-Seq results of ALKBH5-knockdown A375 cells versus controls. Significantly hypermethylated-upregulated (red), hypermethylated-downregulated (yellow), hypomethylated-upregulated (blue), and hypomethylated-downregulated(green) genes are shown. **(E)** Venn diagram illustrated the overlap of significantly hypermethylated genes and differentially expressed genes. **(F)** Heatmap showed the hypermethylated differentially expressed genes in ALKBH5-knockdown A375 and control cells. **(G)** IGV plot showed the increased m^6^A modification in ABCA1 mRNA in ALKBH5-knockdown A375 cells than controls. **(H)** The mRNA expression level of ABCA1 in SKCM is lower than in normal skin. |log2FC|>0.5, *p-value < 0.05. **(I)** The higher protein level of ABCA1 in NS tissues than in SKCM tissues was verified by immunohistochemistry assay.** (J)** Kaplan-Meier survival analysis displayed that the overall survival time of patients with high ABCA1 expression was significantly longer than that of patients with low ALKBH5 expression (log-rank *p* = 0.034).

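The direction of expression was compared between genes with increased and genes with decreased m6A, at an absolute log2 fold change above 1 in the authors' deposited table and leaving out 4 genes with both. Of 286 tested genes with an increased peak, 91 had higher and 79 lower expression at an adjusted p-value under 0.05. Of 214 tested genes with a decreased peak, 64 had higher and 68 lower expression. No difference in direction was detected between the 2 sets (odds ratio 1.22, Fisher's exact test, two-sided, p = 0.417). With an FDR under 0.05 in the authors' deposited table as well, 38 genes with an increased peak were higher and 34 lower, against 17 higher and 31 lower with a decreased peak (odds ratio 2.04, Fisher's exact test, p = 0.0655). Genes were also counted at an unadjusted p-value under 0.05 and an absolute expression log2 fold change above 1, a choice made after the data were seen. The ratio moved to the other side of 1, with 14 higher and 19 lower against 16 higher and 15 lower (odds ratio 0.691, Fisher's exact test, p = 0.617). At this expression threshold it was 1.67 with an m6A FDR under 0.05, 1.25 with any m6A change and 0.444 for m6A changes above 2. Across the genes with both values, Spearman's rho between the largest m6A change of a gene in the authors' deposited table and its expression log2 fold change was 0.09. It was -0.05 among the genes with at least 5 FPKM, and genes are not independent replicates.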

**Figure 5:**
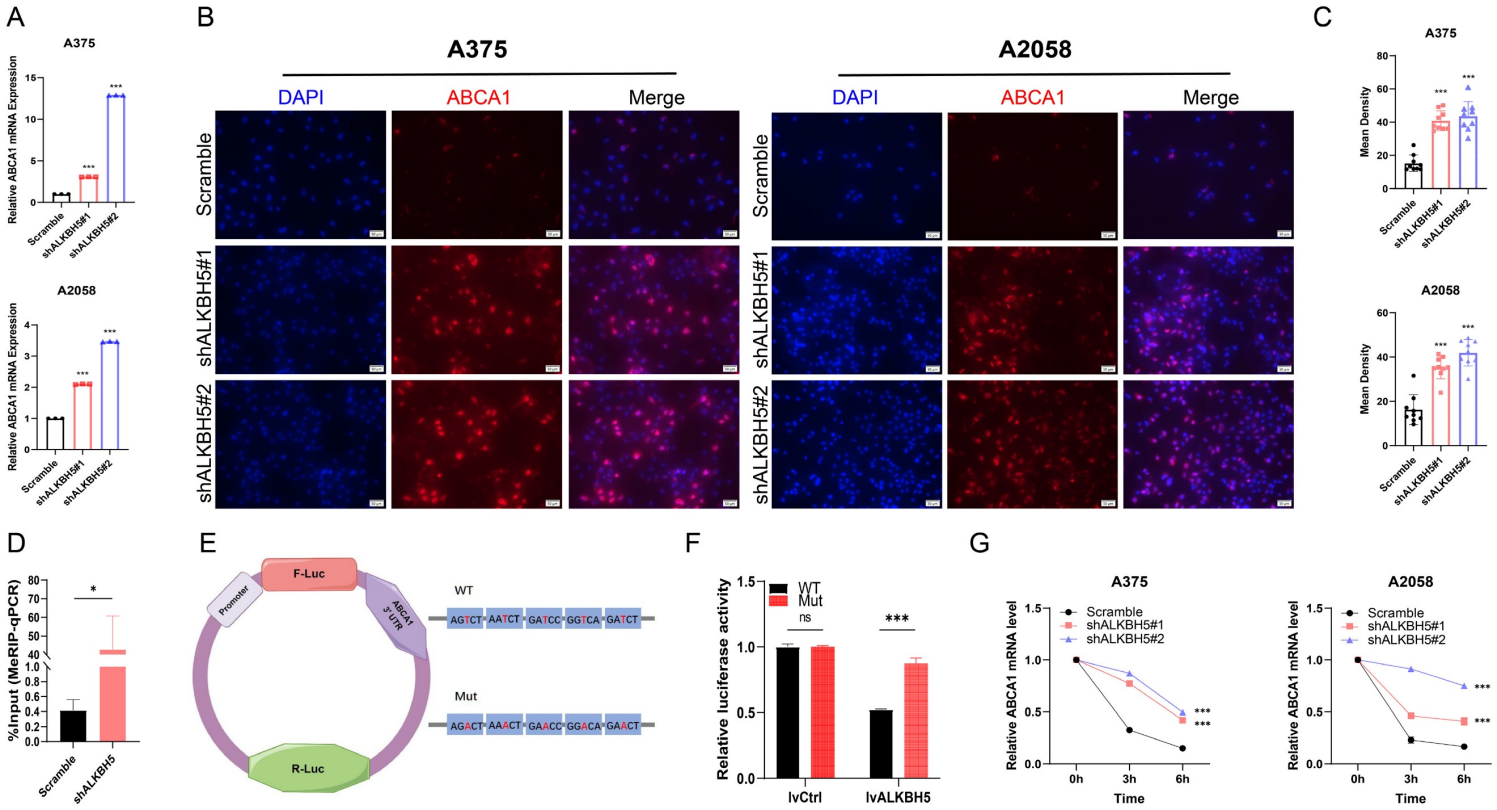
** ALKBH5 mediated epigenetic silencing of ABCA1 in an m^6^A-dependent manner. (A)** The results of RT-qPCR showed the ABCA1 mRNA expression in A375 and A2058 cells.** (B)** The images of immunocytofluorescence showing the protein expression of ABCA1 in A375 and A2058 cells.** (C)** The results of immunocytofluorescence showed that knocking down ALKBH5 led to increased protein expression of ABCA1 in A375 and A2058 cells.** (D)** MeRIP-qPCR analysis of the m^6^A level in A375 cells. **(E)** Wildtype or m^6^A consensus sequence mutant ABCA1 3'UTR was merged with firefly luciferase reporter. The mutation of m^6^A consensus sequences was developed by substituting thymidine in the potential m6A motifs with adenosine. **(F)** Relative luciferase activity of wildtype and mutant ABCA1 3'UTR reporter vectors in ALKBH5-overexpressed and control group 293T cells. **(G)** The mRNA stability of ABCA1 in A375 and A2058 cells with ALKBH5 silencing. The results are presented as mean ± SD. * p < 0.05, ** p < 0.01, *** p < 0.001.

**Figure 6:**
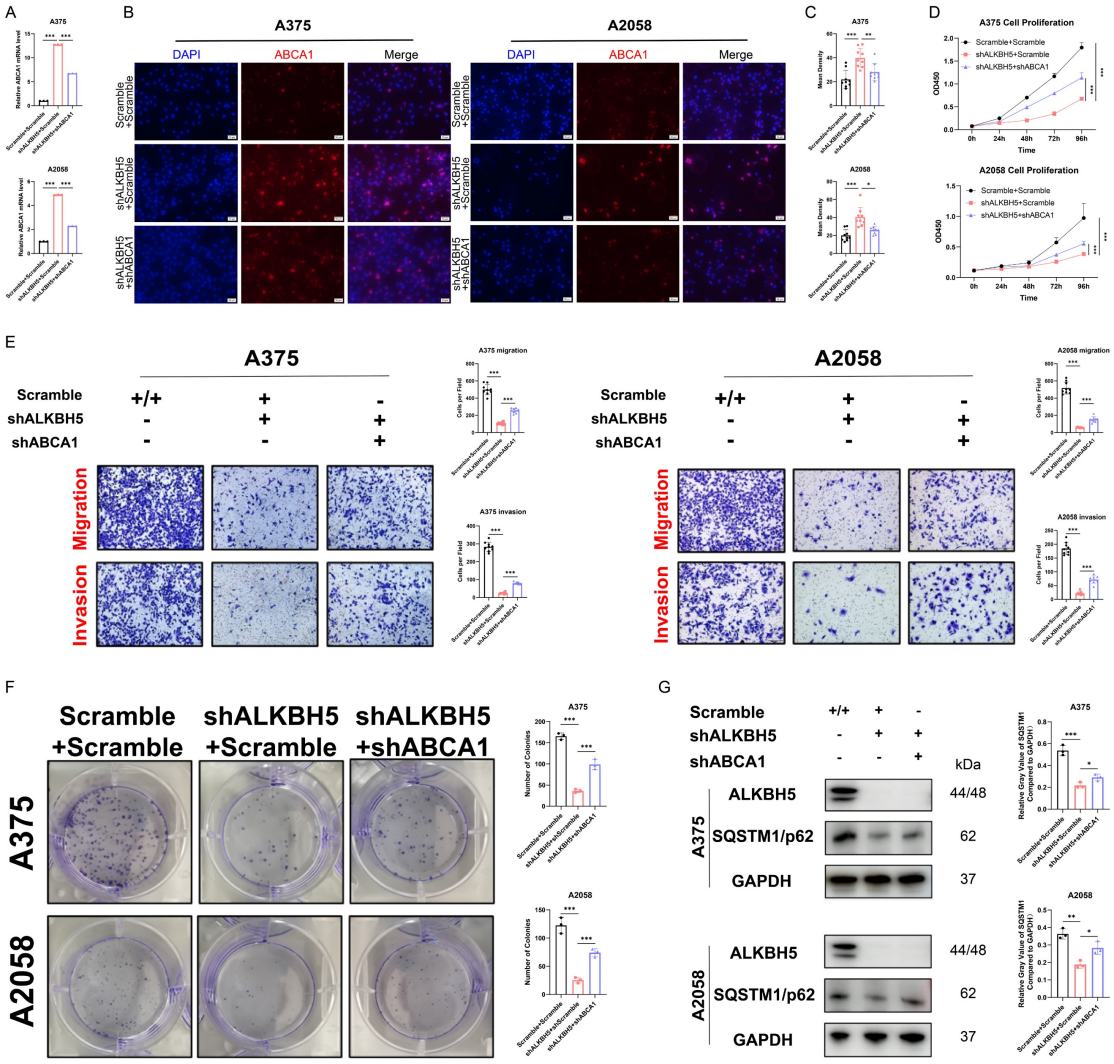
**Depletion of ABCA1 alleviated the suppression of SKCM by ALKBH5 inhibition *in vitro*. (A)** RT-qPCR confirmed the knockdown of ABCA1 in A375 and A2058 cells on mRNA level. **(B)** Immunocytofluorescence confirmed the knockdown of ABCA1 in A375 and A2058 cells on protein level. **(C)** The statistical results of immunocytofluorescence assay. **(D)** Cell growth curve of A375 and A2058 cells. **(E)** Cell migration and invasion ability of A375 and A2058 cells.** (F)** Colony formation ability of A375 and A2058 cells. **(G)** The protein levels of ALKBH5 and SQSTM1 in A375 and A2058 cells. The results are presented as mean ± SD. * p < 0.05, ** p < 0.01, *** p < 0.001.

**Figure 7:**
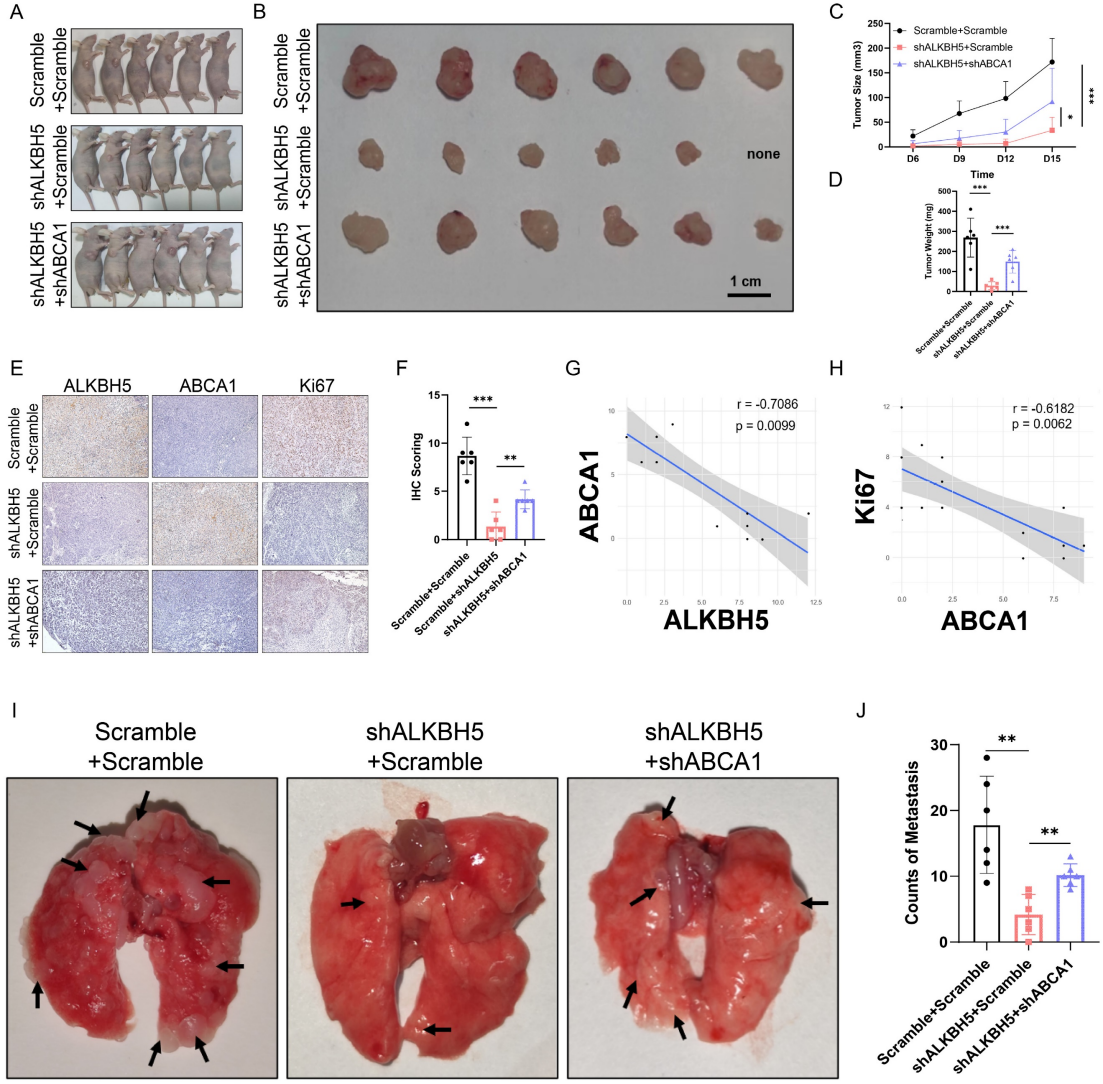
** Depletion of ABCA1 alleviated the suppression of SKCM by ALKBH5 inhibition *in vivo*. (A)** General observation of nude mice in tumor subcutaneous implantation experiment.** (B)** General observation of tumor with A375 cells transfected with ALKBH5 shRNA and/or ABCA1 shRNA.** (C)** The size of the subcutaneous implanted tumor was measured every three days. **(D)** The weight of the subcutaneous implanted tumor was measured at the end.** (E)** Images of IHC staining showing ALKBH5, ABCA1, and Ki67 in subcutaneous tumor models. **(F)** Statistical analysis results of immunohistochemistry staining of Ki67.** (G)** Correlation analysis of ALKBH5 and ABCA1 protein expression levels in immunohistochemistry staining. **(H)** Correlation analysis of ABCA1 and Ki67 protein expression levels in immunohistochemistry staining. **(I)** General observation of lung tissues of the nude mice treated with the indicated cells. **(J)** Counting of pulmonary metastatic nodules at the end.

**Figure 8:**
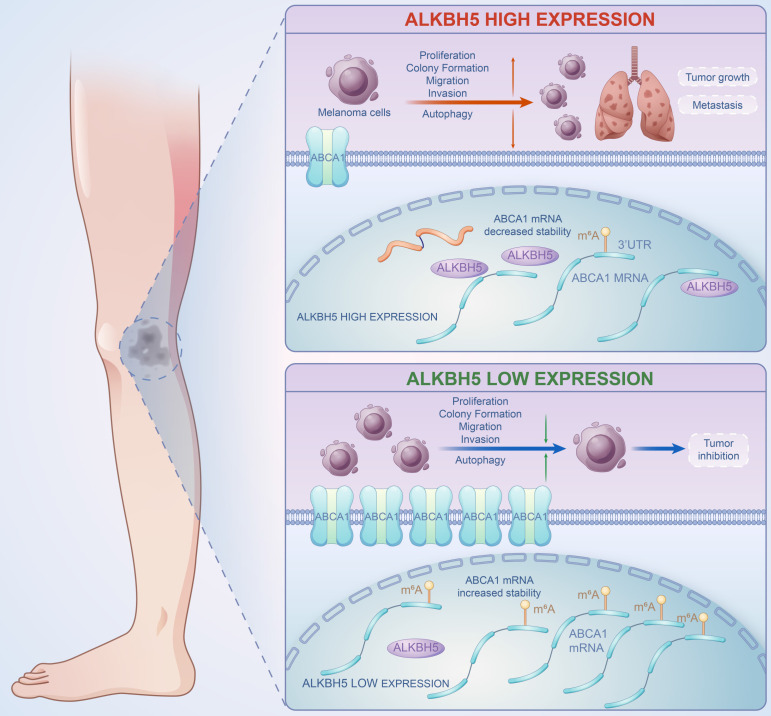
A brief plot summarizing the mechanism of this study. In SKCM, m^6^A demethylase ALKBH5 is highly expressed, binding to the m^6^A motif in the 3'UTR region of ABCA1 mRNA, leading to the demethylation, a reduction in ABCA1 mRNA stability, and a lower expression of ABCA1 membrane protein, causing the increase in cell proliferation, colony formation, migration, invasion ability, and inhibition of autophagy of SKCM cells, ultimately promoting SKCM tumor growth and metastasis.

## Abbreviations

SKCM: Skin cutaneous melanoma
M^6^A: N^6^-methyladenosine
NS: Normal skin
ALKBH5: Alkylation repair homolog protein 5 ALKBH5
ABCA1: ATP-binding cassette transporter A1
SQSTM1/p62: Sequestosome 1
UTR: Untranslated region

# Supplementary material for: ALKBH5 facilitates the progression of skin cutaneous melanoma via mediating ABCA1 demethylation and modulating autophagy in an m6A-dependent manner
**Source:** Int J Biol Sci. 2024 Feb 25;20(5):1729–43. doi: 10.7150/ijbs.92994
**Supplement:** Supplementary file 1 — Supplementary tables.

**Table S1.** Sequences of shRNA.

| Gene       | shRNA sequences       |
|------------|-----------------------|
| Scramble   | CCTAAGGTTAAGTCGCCCTCG |
| shALKBH5#1 | GAAAGGCTGTTGGCATCAATA |
| shALKBH5#2 | CCTCAGGAAGACAAGATTAGA |
| shALKBH5#3 | GATGAAATCACTCACTGCATA |
| shABCA1    | ACCTATGTGAAACTCTATTAT |

**Table S2.** Primers for RT-qPCR.

| Gene      | Sequence (5'-3')         |
|-----------|--------------------------|
| ALKBH5: F | GTGTCCTTCTTTAGCGACTCTGC  |
| ALKBH5: R | GGCCGTATGCAGTGAGTGATTT   |
| ABCA1: F  | ACAGCAGTTGGATGGCTTAGATT  |
| ABCA1: R  | GCTTG TTCAGGTTGACACACTCC |
| GAPDH: F  | GGAAGCTTGTCATCAATGGAAATC |
| GAPDH: R  | TGATGACCCTTTTGGCTCCC     |

**Table S3.** The patient information of SKCM and NS samples collected from First Affiliated Hospital of Sun Yat-sen University.

How the deposited data were processed for this re-analysis (not part of the article)

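RNA-Seq of input RNA and MeRIP-Seq were analysed for A375 cells with shALKBH5 and with the control shCtrl. Each group had 3 input libraries, numbered as replicates 1, 2 and 3, and 3 IP libraries. Samples were assigned to groups from their labels and the paper. The authors deposited expression as FPKM per library, and computed them before deposit with an aligner, a counter and an annotation that the paper's text does not name. The authors deposited in the same table a log2 fold change, which equals the log2 of the ratio of the mean FPKM of the groups. The authors' p-value beside it comes, by the paper's methods, from edgeR. The authors deposited 1 peak list per group with a fold enrichment of IP over input for each peak. The authors' peak lists also hold a log10 p and a log10 FDR per peak, treated here as a score because many lie far below the range usual for a log value and some are infinite. The authors' table of differential peaks gives a log2 fold change of enrichment, a p-value and an FDR. The peak caller, the genome build and the pooling of replicates are not named in the paper's text. Peak folds and scores are the authors' and were used only to describe and filter peaks within their own list. Peak starts in the lists count from 0 and were changed to count from 1.

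No read counts were used here. Low FPKM values showed no steps, since the most common ratio between replicates 1 and 2 made up 0.592% of the low values in shALKBH5 and 0.635% in shCtrl cells. The depth per library is therefore unknown, and no interval that needs counts is given for expression. The 3 libraries per group limit the precision, and an exact permutation test cannot give a two-sided p below 0.1. No pair of libraries shared more than 0.123% of its values among tested genes, and each library was counted as 1 replicate.

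Expression was tested with lmFit and eBayes (trend = TRUE) of limma 3.58.1 in R 4.3.3 on log2(FPKM + 0.1), two-sided, with Benjamini-Hochberg adjustment, for genes with a mean of at least 0.5 FPKM over the 6 input libraries. Other steps used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9 and bedtools 2.31.1. The test was tested on simulated data of 12985 genes, of which 200 were changed. It recovered 91% of the changed genes, 3.70% of its calls were false, and the median error was 0.06 on the log2 scale. The simulation changed fewer genes, and by more, than were called in the data. In the data 61.0% of the tested genes were called, with a median absolute log2 fold change of 0.55. The simulated recovery does not extend to changes as small as these. In a simulation of 10 gene lists, the 1 shifted list was called and none of the 9 unshifted lists. The simulated genes were drawn independently, so this does not show how often lists of correlated genes are called falsely. Gene lists for autophagy, apoptosis, cell cycle, cholesterol synthesis, LXR targets, interferon response, p53 targets, melanocyte genes, the m6A machinery, and hypoxia and glycolysis were tested with camera at a preset correlation of 0.01, with fry beside it, and adjusted over the 10 lists. Shares of peaks have 95% Wilson intervals and were compared by Fisher's exact test, which covers counting error only because peaks are not replicates. Peaks were overlapped on the same strand by at least 1 bp.

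The design, the alternatives and the rule for named genes were set before the data were examined. By the rule, the text names ALKBH5, ABCA1, the 15 genes of Fig. 4E, SQSTM1, MKI67, GAPDH, the m6A genes that the introduction names, and the 5 genes that rose and the 5 that fell most among those with an adjusted p-value under 0.05, groups that do not overlap and a mean of at least 1 FPKM in the higher group. A further gene under the rule is not reported here. HSD17B10, MUC13, SMC1A and HUWE1 were chosen after their values were seen. The alternatives were pseudocounts of 1 and 0.01, no filter, a filter at 1 FPKM, rescaling of each library by its median ratio, the replicate number as a block, eBayes without a trend, leaving out each library in turn, stricter peaks, a reciprocal overlap of 50%, and other thresholds on the differential peaks and on expression. A wider background for the overlap, the authors' values with an FDR under 0.05, removal of the trend with gene span, and the direction of expression at a log2 fold change above 1 were added after the data were seen. Motif sequences and values per IP library were not analysed here.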

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

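All tests of explanations in this part were chosen after the results were seen. Groups of 3 libraries were not searched for outlying libraries.

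The cell cycle list, which the paper does not examine in these libraries, had a median log2 fold change of -1.67, and all 45 of its tested genes were lower in every shALKBH5 library than in every shCtrl library. With each library left out in turn the median ran from -1.70 to -1.61. A difference in the scaling of the libraries does not account for this, since the median was -1.74 after rescaling by the median ratio. Removing a trend with gene span left it at -1.70. Expression level alone does not account for it either, since the lowest median of 10000 random lists of the same size and mean expression was -0.33. Camera with an estimated correlation gave an adjusted p-value of 0.0556, and the other alternatives gave 5.319e-36 to 8.054e-06. Slower growth of cells without ALKBH5 is a biological hypothesis that the paper's growth assays raise, and it was not tested in these data. The component that separates the groups holds 70.6% of the variance, and any other difference between the cells of the groups cannot be told apart from the knockdown, since it would follow the same split of the libraries.

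The authors' deposited table of differential peaks, of which the paper discusses the increased ones, lists 4048 decreased and 2465 increased peaks. The share of decreased peaks was 62.2% (61.0 to 63.3%). By LC-MS the paper reports a higher total m6A level in shALKBH5 than in control A375 cells. The peak counts compare the enrichment of single peaks and do not measure total m6A, so they do not speak against that result. In 4 groups of peaks by gene expression, from low to high, the shares of decreased peaks were 58.02%, 57.9%, 64.3% and 68.8%, which do not single out a cause. Of the peaks above 1 in size 46.2% (43.3 to 49.2%) were decreased, and of those above 2 the share was 44.2% (39.1 to 49.4%). An offset in immunoprecipitation or scaling between the groups would by itself push peaks of each size towards a decrease, which these larger peaks do not show. Whether an offset that is small beside 1 acts on the smaller changes stays open, since the table has no values per library. A change of the gene's own level in the input does not account for the excess. Among 747 peaks of tested genes with an absolute expression log2 fold change under 0.1, 62.8% (59.3 to 66.2%) were decreased, where this cause would give about 50%. A limit of 0.2, which was run first, gave 61.2% (58.7 to 63.6%) of 1511 peaks. A first test of this explanation, the rank correlation of m6A and expression changes, gave 0.09 but changed sign with the expression filter, to -0.05, and was replaced by these shares after its value was seen. No biological explanation was tested.

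HSD17B10 (chromosome X, 53431258 to 53434370), which the paper does not discuss, rose from 13.9 ± 1.20 FPKM (SD, n = 3) to 156 ± 0.625 FPKM (SD, n = 3), a log2 fold change of 3.49 (standard error 0.0611, adjusted p = 1.630e-07 from limma). It ranged from 3.30 to 3.56 across the alternatives. A gain of the surrounding region does not account for it, since its 10 nearest tested genes had a median of -0.11, between -0.81 for SMC1A and 0.61, and the adjacent HUWE1 was at -0.50. Reads shared with related sequences, and a sequence carried by the vector, were not tested.

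TCN1, which the paper does not discuss, had a log2 fold change of 3.64, between 3.19 and 3.78 across the alternatives. The median of its 10 nearest tested genes was 0.45, far below its own change, which argues against a gain of the whole region, although PTGDR2, listed at 0 in the shCtrl libraries, is among them. ITGB5 had a log2 fold change of -3.57, between -3.64 and -3.39 across the alternatives. Its 10 nearest tested genes had a median of 0.11, which argues against a loss of the region, and its neighbour MUC13 rose by 2.93. Both changes may follow the knockdown or another difference between the cell populations, which these libraries do not separate.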

How the results depend on the processing

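The tests of other splits were chosen after the results were seen. ALKBH5 kept its direction and its adjusted p-value under 0.05 in all alternatives that tested it, with log2 fold changes from -2.45 to -2.11, the last with a pseudocount of 1. The count of genes with an adjusted p-value under 0.05 stayed within 1.5 times of 7917, from 6871 without shALKBH5 replicate 1 to 8231 without the filter. Between 85.6% and 99.8% of these genes were called again in the same direction, and 0 in the opposite one. Leaving out each library gave 6871 to 7832 genes, 3823 to 4603 higher and 3010 to 3386 lower. Rescaling by the median ratio moved the median log2 fold change of all tested genes from 0.09 to 0.02, with 3810 higher and 3886 lower. Removing the trend with gene span, an alternative chosen after the data were seen, gave 7888 genes. Only 1 of the 10 splits of the 6 libraries, the real one, gave as many genes, and the largest other count was 2. Every other split mixes libraries of both groups, which puts the real difference into its spread, so its low count follows from the design. The share of splits cannot fall below 0.1 with this design.

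The count at an absolute log2 fold change above 2, which was 223, depended on the pseudocount. With a pseudocount of 1 it was 51, with 17 higher and 34 lower, because the pseudocount shrinks the changes of low genes. Leaving out each library gave 209 to 231 genes, 85 to 99 higher and 121 to 139 lower. For this count 1 of the 10 splits gave as many, the largest other being 17, again with both groups mixed in every other split. ABCA1, with 1.53, moved to 0.32 with a pseudocount of 1 and to 2.71 with 0.01, and without the filter its 1.53 passed the adjusted threshold. Leaving out each library gave 1.41 to 1.58. Of the named genes, 29 had an adjusted p-value under 0.05, and 27 to 32 with each library left out. METTL14 reversed from 0.047 to -0.017 after rescaling and to -0.013 without shALKBH5 replicate 1, in a range of -0.013 to 0.087 with each library left out. IGF2BP2 reversed from -0.046 to 0.031 without shCtrl replicate 2, in a range of -0.125 to 0.031. Neither change was past the threshold, and the cause was not tested. YTHDF3 and METTL3 lost their call in some alternatives, YTHDF3 without the filter, without shCtrl replicate 1 or 3 and without shALKBH5 replicate 1 or 3, and METTL3 without shALKBH5 replicate 3 or after rescaling. Without shCtrl replicate 2, VIRMA, YTHDC1 and YTHDC2 gained one. For the named genes other than ALKBH5 and ABCA1 and for the gene lists, of 683 values under alternatives 636 kept direction and call, 22 were weaker, 12 stronger, 10 moved and 3 reversed. Genes below the filter have no test, and most of their values counted as kept without one. The 636 therefore overstates the agreement that was tested.

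The libraries share only a replicate number. Same-numbered libraries correlated in their deviations from the group means at 0.018, -0.046 and 0.059, so the numbers do not pair them. With a replicate block 7271 genes had an adjusted p-value under 0.05 and 228 genes passed the threshold of 2.

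Of the 10 gene lists, 4 were called by camera, 8 by fry and 0 by camera with an estimated correlation. With each library left out, 3 to 4 lists were called. The hypoxia and glycolysis list lost its call without shCtrl replicate 3 (adjusted p 0.0575) or without shALKBH5 replicate 1, 2 or 3 (0.0644, 0.0505 and 0.0579), after rescaling (0.0524) and without the trend (0.0760). Over all its alternatives the adjusted p ran from 0.000136 to 0.185. Of the 10 splits of the 6 libraries, 4 gave at least as many lists, the largest other number being 5. The other splits mix libraries of both groups, so the real difference enters them as well. They cannot show how many lists would be called without it, and the number of lists is not read as an effect of the knockdown.

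Stricter peaks left 30643 in the shALKBH5 list, moved the 3'UTR share to 48.6% and 49.1% in shALKBH5 and shCtrl cells, and the shared peaks to 82.1% and 83.6%. A reciprocal overlap of 50% lowered the shared peaks to 51.6% and 53.7%. Among the peaks above 1 in size in the authors' deposited table, an FDR under 0.05 left 363, 200 increased and 163 decreased. With any change there were 6513 in the authors' deposited table, 2465 increased and 4048 decreased, and above 2 there were 355, 198 increased and 157 decreased. The 3'UTR share of these was 55.6% with any change and 31.0% above 2. The genes with increased m6A and changed expression numbered 6, and 2 with an FDR under 0.05, 37 with any increase, 1 above 2, 34 with an expression threshold of 1 and 34 with an adjusted p-value at that threshold. With the expression values of the authors' deposited table they numbered 15. A wider background, and the authors' values with an FDR under 0.05, both added after the data were seen, gave 6 each. The odds ratio for the overlap, 1.30 (Fisher's exact test, p = 0.471), was 1.70 (p = 0.0351) with any increase in m6A, the only alternative with a p-value under 0.05. It fell below 1 with an increase above 2 (0.772) and at an expression threshold of 1 (0.896, and 0.898 with an adjusted p-value). In the other alternatives it stayed above 1, from 1.04 to 1.70. The odds ratio for the direction of expression, 1.22, reversed to 0.691 when genes were counted at an expression log2 fold change above 1, an alternative chosen after the data were seen. At that expression threshold it was 0.444 for m6A changes above 2. It was above 1 with an m6A FDR under 0.05 (1.67) and with any m6A change (1.25). None of these ratios passed a test, and the cause of the reversal was not tested. The rank correlation of m6A and expression changes, 0.09, moved to -0.05 at 5 FPKM or more and to 0.019 over all genes with a peak. These counts move because the thresholds admit other peaks and genes, and for the rank correlation the cause was not tested. The 3'UTR odds ratio of increased peaks against the rest of the authors' deposited table stayed below 1 in all alternatives, from 0.328 to 0.819. The depth is unknown, which limits what can be said of low genes such as ABCA1.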

Differences from the paper's values

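At an absolute log2 fold change above 2, 130 genes were lower against the paper's 36, and 93 were higher against the paper's 19, so 223 genes were changed against the paper's 55. With a pseudocount of 1, 34 were lower, 17 higher and 51 changed, which is within 1.5 times of the paper's counts. The counts are close, but this is not the paper's set of genes. The paper drew the 15 genes of Fig. 4F from its 55, and 0 of the 15 passed 2 with this pseudocount. The pseudocount therefore does not explain the difference. None of the other alternatives set before the data were examined came close to the paper's counts. These were a pseudocount of 0.01, no filter, a filter at 1 FPKM, rescaling, the replicate block, no trend, and each library left out. Removing the trend with gene span, chosen after seeing the values, gave 233 genes. The authors' deposited table at the same threshold has 160 genes higher and 240 lower.

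Genes with both increased m6A and changed expression numbered 6 against the paper's 15. With the expression values of the authors' deposited table, an alternative set before the data were examined, they numbered 15. The other alternatives did not close the gap. An FDR under 0.05 gave 2, any increase in m6A 37, an increase above 2 gave 1, and an expression threshold of 1 gave 34 with either p-value. Dropping the p threshold on m6A left 6, since every listed peak is already under 0.05.

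Fig. 4E prints a gene as TMEM107B, and the tables and Fig. 4F have TMEM170B. The paper states that ABCA1 had the most consistent rise in m6A among the 15 genes, and in the authors' deposited table ABCA1 has the third largest log2 fold change, 1.79, and MAN1A1 the largest, 2.08. The consistency between libraries was not analysed here. The 3'UTR share of differential peaks was 37.5% at a log2 fold change above 1, against about 56% in Fig. 4C, read by eye. The share was 55.6% with all peaks of the authors' deposited table. The paper states that differential peaks are most frequent in the 3'UTR. Above 2, exons of noncoding RNAs had 37.2% and the 3'UTR 31.0%, with overlapping intervals.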

Other observations

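All tests of explanations in this part were chosen after the results were seen.

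The change in expression covered much of the transcriptome, with 7917 tested genes at an adjusted p-value under 0.05. In 1 of the 10 splits of the 6 libraries, the real one, there were as many such genes, and 1 of the 10 splits gave as many genes at the threshold of 2. The other splits mix both groups, so their low counts follow from the design. A difference in scaling does not account for it, since 7696 genes were called after rescaling by the median ratio. Nor does a trend with gene span, since 7888 were called after it was removed, when the rank correlation with gene span went from -0.153 to 0.00993. Blocks of the chromosomes do not account for most large changes, since 89.5% of the 1596 genes above 1 in absolute log2 fold change stayed above 1 after the median of their 50 nearest tested genes was subtracted. The medians of the 23 chromosomes ran from 0.03 to 0.13. The groups separate on a component with 70.6% of the variance, and a difference between the cells of the groups other than ALKBH5 cannot be told apart from the knockdown, since both follow the same split.

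Of the 10 gene lists, camera with a preset correlation called 4. The cell cycle list was lower (median log2 fold change -1.67, 45 of 45 genes lower, adjusted p = 7.095e-23), and the hypoxia and glycolysis list was lower (-0.20, 18 of 26 lower, adjusted p = 0.0443). The autophagy list was higher (0.29, 36 of 48 higher, adjusted p = 0.00967) and so was the p53 target list (0.28, 24 of 26 higher, adjusted p = 0.00488). All 4 also passed with fry, and none with an estimated correlation. The other lists had medians of 0.17 (apoptosis), 0.17 (cholesterol synthesis), 0.18 (interferon response), 0.24 (LXR targets), 0.08 (m6A machinery) and 0.58 (melanocyte genes) and did not pass camera. Fry also called cholesterol synthesis, interferon response, LXR targets and the melanocyte genes. Adjusted over the list alone, 34 autophagy genes passed an adjusted p-value under 0.05, and 31 when adjusted over all genes. The counts adjusted over the list alone and over all genes were equal for the others, with 45 for the cell cycle, 22 for hypoxia and glycolysis, 18 for p53 targets, 21 for apoptosis, 17 for cholesterol synthesis, 13 for interferon response, 9 for LXR targets, 10 for the m6A machinery and 7 for melanocyte genes. Another list also holds 4 of the apoptosis genes, 3 of the autophagy genes, 6 of the p53 targets and 1 of the hypoxia and glycolysis genes. The study picked 0 genes of any list from these libraries. Of the 10 splits, 4 gave at least as many lists. This count bears on the number of lists and not on any single one, and the other splits still hold part of the real difference.

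SQSTM1, whose protein the paper measured, had 81.2 ± 2.21 FPKM (SD, n = 3) in shALKBH5 and 66.3 ± 5.46 FPKM (SD, n = 3) in shCtrl cells, a log2 fold change of 0.29 (adjusted p = 0.00445 from limma). MKI67 had a log2 fold change of -1.86 (adjusted p = 2.408e-05 from limma). GAPDH, which the paper used as an endogenous control, had -0.05 (adjusted p = 0.367 from limma). Of the m6A genes, FTO rose by 0.59, YTHDF1 by 0.47 and IGF2BP3 was at -0.96, while METTL3 rose by 0.21 with an adjusted p-value of 0.0123 from limma. These are mRNA levels.

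Larger m6A changes had a lower 3'UTR share. All 1092 peaks above 1 in size in the authors' deposited table had 37.5%. The 1047 of them that were grouped by gene expression had 38.5% (35.6 to 41.5%), against 59.8% of the 5335 smaller ones so grouped. Low expression of the genes with larger changes does not account for all of this gap, since smaller changes at the expression mix of the larger ones had 49.4%. Part of the gap goes with exons of noncoding RNAs, since without them the shares were 53.9% and 66.3%. The genes with larger changes had median expression of 0.521 FPKM, against 5.35 FPKM for the smaller ones.

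Peaks found in only 1 of the lists may follow expression in part. Genes with a peak in the shALKBH5 list only had a median log2 fold change 0.13 above that of genes with a peak in the shCtrl list only (0.13 against 0.00, with 2641 and 2174 genes). The central 95% of 10000 shuffled differences ended at 0.038. PTGDR2 was listed at 0 in all shCtrl input libraries although the shCtrl list holds PTGDR2 peaks, so a listed 0 is not read as absence.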
